# Transcriptomic Profiling of *Arabidopsis thaliana* Mutant *pad*2.1 in Response to Combined Cold and Osmotic Stress

**DOI:** 10.1371/journal.pone.0122690

**Published:** 2015-03-30

**Authors:** Deepak Kumar, Riddhi Datta, Saptarshi Hazra, Asma Sultana, Ria Mukhopadhyay, Sharmila Chattopadhyay

## Abstract

The contribution of glutathione (GSH) in stress tolerance, defense response and antioxidant signaling is an established fact. In this study transcriptome analysis of *pad*2.1, an *Arabidopsis thaliana* mutant, after combined osmotic and cold stress treatment has been performed to explore the intricate position of GSH in the stress and defense signaling network *in planta*. Microarray data revealed the differential regulation of about 1674 genes in *pad*2.1 amongst which 973 and 701 were significantly up- and down-regulated respectively. Gene enrichment, functional pathway analysis by DAVID and MapMan analysis identified various stress and defense related genes viz. members of heat shock protein family, *peptidyl prolyl isomerase (PPIase)*, *thioredoxin peroxidase* (*TPX*2), *glutathione-S-transferase* (*GST*), *NBS-LRR* type resistance protein etc. as down-regulated. The expression pattern of the above mentioned stress and defense related genes and *APETALA* were also validated by comparative proteomic analysis of combined stress treated Col-0 and *pad*2.1. Functional annotation noted down-regulation of *UDP-glycosyl transferase*, *4-coumarate CoA ligase* 8, *cinnamyl alcohol dehydrogenase* 4 *(CAD*4*)*, *ACC synthase* and *ACC oxidase* which are the important enzymes of phenylpropanoid, lignin and ethylene (ET) biosynthetic pathway respectively. Since the only difference between Col-0 (Wild type) and *pad*2.1 is the content of GSH, so, this study suggested that in addition to its association with specific stress responsive genes and proteins, GSH provides tolerance to plants by its involvement with phenylpropanoid, lignin and ET biosynthesis under stress conditions.

## Introduction

Plants are consistently exposed to unfavourable growth conditions throughout their life cycle. To ensure survival, plants must effectively and efficiently sense, respond, and adapt to their ever-changing environment. As we all know that the environmental stresses can have a devastating effect on plant metabolism, disrupting cellular homeostasis and uncoupling major physiological processes. Till date, the molecular mechanisms associated with signal transduction, leading to changes in gene expression in environmental stress response, are largely unknown.

Unique structural properties, abundance redox potential and wide distribution in most living organisms have been drawn significant attention towards the role of GSH [1,2]. In plant tissues reduced form of glutathione i.e. GSH which is also considered as redox buffer is mainly present at 2 to 3 mM concentrations compared to its oxidized form, glutathione disulfide (GSSG) (10–200 μM) [3–5]. Together, it can be noted that GSH, a tripeptide thiol, is an important metabolite with a broad spectrum of functions, and its homeostasis is essential to maintain cellular redox potential and effective responses to stress in plants [6].

The role of GSH in plant defense has long been established [7,8]. Enhanced resistance to *Fusarium oxysporum* due to increase in GSH level has also been revealed in melon and tomato roots [9]. Ball et al., (2004) [3] reported that 32 stress-responsive genes were altered due to changed GSH metabolism in *Arabidopsis rax*1-1 and *cad*2-1. *Arabidopsis* mutants of γ-*ECS*, viz. *pad*2.1, with only 22% of wild-type amounts of GSH, were found susceptible to *Pseudomonas syringae* as well as *Phytophthora brassicae* [10,11]. Furthermore it was reported that the GSH deficiency in *pad*2.1 affects defense-related signaling events, which confers a susceptibility to pathogens [12]. It has also been reported that GSH acts as a signaling molecule and mitigates biotic stress through NPR1-dependent/independent salicylic acid (SA)-mediated pathway [13–15]. The relevance of the GSH levels in protecting maize against chilling-induced injury has already been established [16]. Previously it was reported that the enzymes of GSH biosynthesis and metabolism were induced together in response to stress [17]. The role of GSH in the detoxification of heavy metals has also been investigated [18].

GSH contents modulation transmits information through diverse signaling mechanisms, including the establishment of an appropriate redox potential for thiol/disulphide exchange and the release of calcium to the cytosol [19]. Earlier reports have also indicated the role of GSH in protecting cells against stress effects through the activation of various defense mechanisms due to its involvement in redox signaling [20–22]. This indicates that there is significant overlap in the signal transduction cascades that induce GSH synthesis and those involved in defense functions that use GSH, such as GST and glutathione peroxidase (GPX), some of which show a particularly strong response to ROS [23]. In defense related signaling pathway, GSH supposed to interact with ROS, redox molecules like thioredoxins (Trxs) and glutaredoxins (Grxs) and plant hormones (SA, ABA). The redox dependence of the pathway suggests that any biotic or abiotic stimulus that can perturb the cellular redox state could up-regulate the same set of defense genes via the NPR1 mediated pathway [24,25]. One of our recent investigation also depicted that GSH was supposed to act through multistep signaling pathways to mitigate environmental stresses [26]. Collectively it can be said that GSH has a significant role in environmental stress tolerance, in combination with other established signaling molecules.

In addition to the contribution of GSH in defense, its contribution to other essential functions has been reported as well. For example, effect of GSH content in the growth of roots of *Arabidopsis* was also reported, a recent study reported the contribution of GSH to wheat somatic embryo development signifying that GSH is essential for somatic embryogenesis [27,28].

In this study, we investigated *pad*2.1, a GSH depleted mutant, transcriptome and proteome in response to combined stress treatment with a view to identify the genes and proteins altered under changed GSH conditions to combat stresses. Additionally, the identification of differentially expressed genes from this study provides essential information on probable candidates involved with GSH to mitigate environmental stresses in plant and offers clues for future study to unravel the intricate position of GSH in plant defense.

## Materials and Methods

### *Arabidopsis* seed germination and combined stress treatment

The *Arabidopsis* seeds procured from NASC [Nottingham *Arabidopsis* Stock Centre—Col-0 (N-1092) and *pad*2.1 (N-3804)] were surface sterilized and grown in Murashige and Skoog (MS) [29] medium and maintained in growth chamber at 22°C under 16 h light/8 h dark cycles. For combined osmotic and cold stress treatment, 3 weeks old seedlings were further placed in filter paper for 5 min at 4°C for early dehydration with cold stress [30] and then transferred to semisolid MSO medium with 30% PEG at 4°C for an additional 6 hours; the leaves were collected for RNA and protein isolation. Morphological changes after stress treatment in Col-0 and *pad*2.1 were also monitored.

### Estimation of GSH and GSH:GSSG ratio

GSH was extracted from leaves of control and stress treated Col-0 and *pad*2.1 as well quantified [31]. GSH:GSSG ratio was measured according to Ishikawa et al. (2010)[4]. The experiments were repeated with six biological replicates.

### RNA extraction and microarray analysis

Total RNA was isolated from leaf tissue of plants for each experiment. Each experiment consisted of combined stress treated Col-0 and *pad*2.1 samples in two replicates. For microarray experiment total RNA was extracted and purified from 300 mg of leaf material using the RNeasy Plant Minikit (Qiagen’s RNeasy Minikit) and eluted in RNAse-free water. For semi-quantitative and quantitative RT-PCR RNA was isolated from leaf samples ground in liquid nitrogen and finally extracted by TriZol method. RNA integrity was analyzed via formaldehyde agarose gel electrophoresis. RNA quality and quantity were checked with a NanoDrop ND-1000 spectrophotometer and an Agilent 2100 Bioanalyzer. Samples were prepared according to the protocols outlined in the GeneChip Expression Analysis Technical Manual and hybridizations to the Agilent custom *Arabidopsis* 8x60k microarray designed by Genotypic technology private limited (AMADID: 48015), Bangalore, India. Taken as a whole the gene expression of the combined stress treated Col-0 and *pad*2.1 was compared. Microarray Data analysis and normalization have been done using GeneSpring GX version 12.0 and Microsoft Excel. The transcriptomics data were deposited at GEO (Gene Expression Omnibus) at the National Centre for Biotechnology Information 1 (NCBI, http://www.ncbi.nlm.nih.gov/geo/) with GSE61170 accession number.

### Expression profiling by semi-quantitative and quantitative RT-PCR analysis

The effect of combined stress treatment on Col-0 and *pad*2.1 for the expression of stress and defense related genes were recorded by semi-quantitative RT-PCR. Total RNAs from both control and combined stress treated Col-0 and *pad*2.1, leaf tissue were isolated using TriZol reagent (Invitrogen) and about 1 μg of total RNA of each sample was reverse-transcribed by RevertAid first strand cDNA synthesis kit (Fermentas) using oligo (dT) as primer. The PCR was carried out using the following thermal cycling profile: 95°C for 3 min, followed by required number of cycles (95°C for 30 sec, 58°C for 30 sec, and 72°C for 45 sec). The sequences of the primer pairs listed in Table 1. The PCR products and their sizes were examined using 1% agarose gel electrophoresis. *Actin* gene was amplified as an endogenous loading control for testing the validity of template preparation. Semi-quantitative RT-PCR products were quantified according to relative abundance of the band by QuantityOne software (BIORAD). The expression of each gene was confirmed in at least three rounds of independent RT-PCR reactions. The quantitative RT-PCR was performed using Roche LightCycler 96 System (Roche Applied Science, USA) with FastStart Essential DNA Green Master (Roche, USA). Quantitative RT-PCR was performed for selected genes presented in Table 1. Amplification was performed for 40 cycles at 94°C, 30 sec and 60°C, 2:30 min with a preceding initial denaturation of 30 sec at 95°C. The constitutively expressed *actin* gene was used as reference gene.

**Table 1:** List of primers used in the quantitative and semi-quantitative RT-PCR.

Genes	Forward Primer (5’- 3’)	Reverse Primer (5’-3’)	Amplicon size in bp (Ref. No.)
*ACO1*	GATCAAAGAGAGAGAGATGGAGA	TGAAATGTTTGGGATCTGACAGAT	326 (NM_127517.4)
ACS*7*	TGTTTGAAAGGGAACGCAGG	TTCGTCGGTCCATGAACTCA	244 (AF332390.1)
*Actin*	GGCTGATGGTGAAGATATTCAAC	CATTGTAGAAAGTATGATGCCAGA	281 (NM_115235.3)
*APETALA*2	ATGTGGGATCTAAACGACGCAC	ACCCGCGGACGATCCGGGGCT	306 (NM_001204009.1)
*APX*1	ATGACGAAGAACTACCCAACC	TCAGGATAAGTACCCAAGCTC	700 (NM_001084012)
*CAD*4	ATGGGAAGTGTAGAAGCAGGA	TACCGCAGCATCCAACGACC	307 (NM_112832.3)
*GST*	ATGGCAGGAATCAAAGTTTTC	CGACTCAATTTCAATGCCCATGG	311 (NM_100174.2)
*NBS-LRR*	ATGTTCAGATCGAACGCAAGA	CTAGATGACTTGTTGACTGAAA	302 (NM_118856.1)
*TPX*2	ATGGCTCCAATTACTGTCGGC	AAACTTCACATGCTTGTTCTCTG	300 (NM_105269.4)
*HSP*70	ATGTTGGGAATGAGAACTGTGT	TCTCACCCATATACCGAAGCCG	306 (NM_101038.4)
*Osmotin*	ATGGCAAACCTCTTGGTCTCT	GATCGGGAGCTGGTGGGAT	711 (NM_117234.2)
*HSP*18.2	ATGTCTCTCATTCCAAGCATT	TCAATTAGCCCCGGAGATAT	486 (NM_125364.2)
*ADC*2	ATGCCTGCTTTAGCTTGCGTT	TCATCTTCTGGCTCAGCTCAA	712 (NM_119637.2)
*ERF*5	ATGGCGACTCCTAACGAAGTA	CGTCTCTCTTCCGTTTCTTCT	700 (NM_124094.2)
*ERD*	ATGGCTACAATAAACGATATTGGA	GATCCTCAAGTAGACAACAGAAT	303 (NM_117632.4)
*MYB*59	ATGACTCCACAAGAAGAGCG	CTCTCTCCATATGTCATCCA	300 (NM_180894.3)
*CYP*79B2	ATGAACACTTTTACCTCAAA	GTTTCCTAACTTCACGCATG	300 (NM_120158.2)

### Functional enrichment and annotation

Functional enrichment of differentially expressed genes was analyzed by Database for Annotation, Visualization and Integrated Discovery (DAVID) v6 [32] and singular enrichment analysis (SEA) with the agriGO tool [33]. A cut off *P* value of 0.05 was used for enriched pathways and gene ontology functions by DAVID. GO term enrichment was computed by SEA analysis in the selected set of genes by comparing it to the reference set (in this case, the Agilent 3 Oligo Microarray (GPL2871). The statistical method used is the Fisher test. The Benjamini-Yekutieli method is used to do the multiple comparison correction.

### Assignment of the differentially regulated genes to functional pathways by MapMan and DAVID

Genes identified by the microarray analysis were analyzed to identify relevant functional pathways by MapMan software (http://gabi.rzpd.de/projects/MapMan, version 3.5.1) [34] and (DAVID) v6.

### Protein isolation and 2-DE

Total protein was isolated from 1.5 g of leaf tissue using phenol extraction method. In brief, the tissue was ground in liquid nitrogen and suspended in extraction buffer (700 mM Sucrose, 500 mM Tris–HCl, pH7.5, 50 mM EDTA, 100 mM KCl, 2% (w/v) β-mercaptoethanol, 1 mM phenylmethylsulfonyl fluoride) and protein extraction was done following standard protocol. The isolated protein was resuspended in IEF buffer consisting of 7 M urea, 2 M thiourea, 4% 3-[(3-cholamido propyl)-dimethylammonio]- 1-propane sulfonate (CHAPS), 20 mM DTT and 1% (w/v) Bio-Lyte (3/10) ampholyte (BioRad Laboratories, Hercules,CA, USA) as standardized before [35,36]. The protein concentration was determined by Bradford’s method [37]. 100 μg of protein was used to passively re-hydrate immobilized pH gradient strip (7 cm; pH4–7; BioRad Laboratories, Hercules, CA, USA) for 12 h. IEF was performed as follows: 250 V for 30 min, 4000 V for 2 h, 4000 V for 10000 V-h, 500 V for 1 h on BioRad PROTEAN IEF Cell system (BioRad Laboratories, Hercules, CA, USA). Focused strips were then equilibrated in equilibration buffers I & II (BioRad Laboratories, Hercules, CA, USA) for 15 min each. For running gels in the second dimension, 12% SDS polyacrylamide gels were used and stained with colloidal Coomasie Brilliant Blue (CBB) G-250 [38].

### Image analysis

Using Versa-Doc Image system the gel images were taken (BioRad Laboratories, Hercules, CA, USA) and the images were analyzed with PD Quest software version 8.0.1 (BioRad Laboratories, Hercules, CA, USA). Spot detection was performed by matching the gels automatically and manual verification. Densities of spots were normalized against whole gel densities. The spots detected in at least two replicate gels were selected for annotation; the percentage volume of each spot was averaged for the different (three biological replicates of combined stress treated Col-0 and *pad*2.1) Using Versa-Doc Image system the gel images were taken (BioRad Laboratories, Hercules, CA, USA) and the images were analyzed with PD Quest software version 8.0.1 (BioRad Laboratories, Hercules, CA, USA). Spot detection was performed by matching the gels automatically and manual verification. Densities of spots were normalized against whole gel densities. The spots detected in at least two replicate gels were selected for annotation; the percentage volume of each spot was averaged for the different (three biological replicates of combined stress treated Col-0 and *pad*2.1) gels and significant protein fold changes between the samples were statistically evaluated using the *t*-test function implemented in the software. Spots showing differences between control and treated leaves with a *P* value of <0.05 were chosen for further analysis.

### In-gel digestion and mass spectrometric analysis

Manually excised spots from 2D gels were digested with trypsin (in-gel trypsin digestion kit, Pierce, USA) following the manufacturer's protocol. Using Zip-Tip μ-C18 (Millipore, Billerica, MA) the samples were desalted, and analyzed using 4800 MALDI TOF/TOF analyzer (Applied Biosystems, Foster City, CA, USA). The 0.5 μl dissolved sample in a solvent consisting of 0.1% trifluoroacetate and 50% acetonitrile (ACN) in MilliQ was mixed with 0.5 μl of matrix solution (1mg/ml α-cyano-4-hydroxycinnamic acid dissolved in the aforementioned solvent), applied to a 384-MALDI sample target plate, and dried in air. After that by using a delayed extraction approach the peptides were evaporated with a ND:YAG laser at 355 nm. The peptides were accelerated with 25 kV injection pulse for time of flight analysis. Each spectrum was the cumulative average of 1000 laser shots. The MS/MS spectrum was collected in MS/MS 1 kV positive reflectron mode with fragments generated by post source decay (PSD). The mass tolerance of MS/MS was set to ±20 ppm. Following processing, 10 MS/MS precursors were selected (Minimum signal to noise ratio-50). The instrument was calibrated with the Applied Biosystems 4700 Proteomics Analyzer Calibration Mixture before each analysis. By using GPS Explorer Software (Applied Biosystems) data interpretation was done, and an automated database search was performed by using the MASCOT program (Matrix Science Ltd., London, U.K).

### Statistical analysis

The experiment were repeated at least three times and the data presented as the mean±standard error (SE) to compare the GSH content, GSH:GSSG ratio and relative gene expression profile of Col-0 and *pad*2.1 under control and stress conditions. Statistical analysis was performed using one-way analysis of variance (ANOVA) followed by Student-Newman-Keuls multiple comparison test (GraphPad InStat software, ver. 3.1). A *P* value corresponding to 0.05 or 0.01 or 0.001 was considered to be statistically significant.

## Results

### Morphological analysis and Confirmation of stress response at transcript level

Morphological changes were noted in leaves of *pad*2.1 after stress treatment and were compared with Col-0. Results showed that leaves were more wilted in comparison to that of Col-0 (S1A Fig.). Further, to evaluate the molecular response, semi-quantitative RT-PCR analysis were performed and results were noted with the reduced expression of stress responsive genes like *osmotin*, *HSP*70, *arginine decarboxylase* 2 (*ADC*2) and *ascorbate peroxidase* 1 (*APX*1) by 0.5, 0.73, 0.77 and 0.78 fold respectively in combined stress treated *pad*2.1. Higher expressions of *HSP*18.2, *ERF*5 and *APETALA*2 by 2.0, 2.0 and 4.33 fold respectively, were noted in combined stress treated *pad*2.1 compared to that of Col-0 seedlings (S1B Fig.).

### Effect of stress on GSH content and GSH:GSSG ratio

After stress treatment 64.8% increase in GSH content was observed in stress treated Col-0 in comparison to control condition. In *pad*2.1 only 41.6% increase in GSH content was noted after stress treatment in comparison to control. GSH:GSSG ratio also found higher in stress treated Col-0 than *pad*2.1 (Fig. 1).

**Fig 1:**
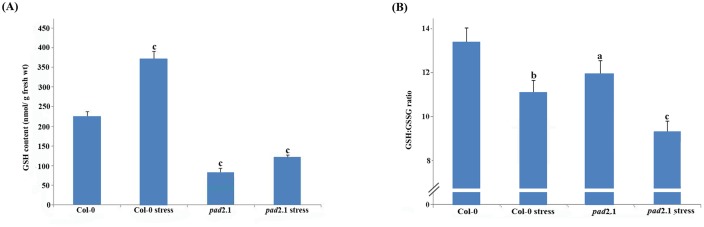
Effect of stress treatment on (A) GSH content and (B) GSH:GSSG ratio in Col-0 and *pad*2.1. Data are presented as mean ± SE (n = 3). Lower case letters indicate significant difference from Col-0 at ^*a*^ *P*<0.05, ^*b*^ *P*<0.01 and ^*c*^ *P*<0.001 (Student-Newman-Keuls multiple comparison test).

### Microarray experiment

To investigate the transcript changes in response to combined stress treatment in *pad*2.1, the microarray analysis of the combined stress treated *pad*2.1 seedling was performed as compared to combined stress treated Col-0. 

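Leaves of seedlings grown for 3 weeks on agar medium at 22°C were compared on 1-colour Agilent arrays, which measure the brightness of 1 dye (Cy3) at each printed spot. *pad*2.1 carries a mutation in the gene of γ-glutamylcysteine synthetase, the enzyme of the first step of GSH synthesis, and Col-0 is its wild type. Both had been kept for 5 min on filter paper at 4°C and then for 6 h at 4°C on medium with 30% polyethylene glycol (PEG), a polymer that draws water out of the tissue. There were 2 arrays per genotype, all on 1 slide and in 1 scan, so that neither could be tested as a batch. Unstressed seedlings were not analysed here, and each value is a difference between the stressed genotypes, not a response to stress. The paper gives an RNeasy kit for the extraction of RNA from 300 mg of leaf and the sample records give Trizol, and 500 ng of RNA was labelled for each array. Each array held 62976 spots, of which 61657 were not controls, and these carried 46193 different probes. The median signal of these spots was 414 and 440 on the Col-0 arrays and 485 and 469 on the *pad*2.1 arrays. Between 14 and 38 spots per array carried the scanner software's outlier mark and were left out, and 0 spots were saturated. A spot was well above background by the software's own rule at 75.8% and 75.0% of the Col-0 spots and at 80.9% and 79.1% of the *pad*2.1 spots. From the background-corrected signal, the mean log2 value over the spots of a probe was taken after the 75th percentile of the array had been subtracted. A probe was tested where it was well above background on both arrays of at least 1 genotype. The difference was *pad*2.1 minus Col-0 with 2 arrays each, tested with limma and Benjamini-Hochberg adjustment, and the number of arrays limits its precision. Where a probe was not well above background on any array of a genotype, the fold is a bound. It sets the mean of the brighter group against a mean for the dim group. The latter takes, per array, the higher of the dim probe's value and the lowest value well above background. The bound holds at the main scaling and leaves out the spread between arrays. The transcript of γ-glutamylcysteine synthetase (GSH1, AT4G23100) lay at 4.47 ± 0.07 (SD, n = 2) in Col-0 and 4.39 ± 0.05 (SD, n = 2) in *pad*2.1. The log2 difference of -0.08 (standard error 0.15) was inside the spread of the arrays, with an adjusted p of 0.868 from limma, and it was 0.05 after quantile normalization. Its 3 other probes differed by -0.03 to 0.14, and so the level of this transcript did not tell the genotypes apart.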

From the results, it was evident that the transcript level responses of *pad*2.1 to this treatment were massive. Images were quantified using Agilent Feature Extraction Software and the extracted raw data was analyzed using Agilent GeneSpring GX software. Normalization of the data was done in GeneSpring GX using the 75th percentile shift (Percentile shift normalization is a global normalization, where the locations of all the spot intensities in an array are adjusted). This normalization takes each column in an experiment independently, and computes the percentile of the expression values for this array, across all spots (where n has a range from 0–100 and n = 75 is the median). It subtracts this value from the expression value of each entity) and normalized to specific control samples. 

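The deposited normalized values of the 46193 probes have a 75th percentile between 0 and 0.0016 log2 units on each array, as a 75th percentile shift gives. The mean of a probe over the 4 arrays varied over the probes with an SD of 4.20 log2 units, so the deposited values were not centred on a control sample probe by probe. For both Col-0 arrays the deposited values lay within 0.02 of the value computed here from the scanner signal of the same array for 99.1% and 99.2% of the probes. The deposited column of *pad*2.1 replicate 1 matched its own scanner values within 0.02 for 6.78% of the probes and those of *pad*2.1 replicate 2 for 99.2%. The column of *pad*2.1 replicate 2 in turn matched the scanner values of *pad*2.1 replicate 1 for 99.0%. The replicates of *pad*2.1 are named here by their scanner values, and the exchange leaves every difference between the genotypes as it is.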

About 1674 genes were found significantly differentially expressed in *pad*2.1 among which 973 significantly up-regulated (log2 fold change > = 1) and 701 significantly down-regulated (log2 fold change < = -1) genes were identified (S1 Table) and hierarchical heat map image has been generated which showed genes expression profile of combined stress treated *pad*2.1 compared to combined stress treated Col-0 (Fig. 2). 

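Of the 35444 probes tested, limma gave 0 probes at an adjusted p under 0.05, and the lowest adjusted p was 0.332. At an unadjusted p under 0.05 limma gave 1240 probes higher and 817 lower in combined stress treated *pad*2.1, 2057 in all. Chance would give 1772. The prevailing direction depended on the processing. It was 801 higher and 1485 lower after a median shift in place of the 75th percentile. Without a filter on dim probes it was 1285 and 4367. Quantile normalization kept more probes higher, with 1096 and 860. By fold alone at the main scaling, 1217 probes had a log2 fold change of at least 1 and 864 of at most -1. The methods' t-test at an unadjusted p under 0.05 gave 2128 probes, of which 228 higher and 113 lower also passed this fold. After Benjamini-Hochberg adjustment the methods' t-test left 1 probe, of AT4G33380, which was 0.15 log2 units higher in *pad*2.1. It is named here because it was the only one, after its value was seen. It also left 1 without a filter on dim probes and 1 among probes well above background on all arrays, and 0 after each other scaling and with any 1 array left out. With 2 arrays against 2, an exact permutation test cannot give a p below 0.333. In a simulation on 35444 probes with 200 of them changed, limma recovered 0% of changes of 2 log2 units and 57% of changes of 3, the latter with 5 false calls. The alternative that moved the counts most was leaving out Col-0 replicate 2. That fit leaves only Col-0 replicate 1 for its genotype, which is then assumed to vary like the *pad*2.1 arrays. The Col-0 arrays lay further apart than those, so no calls are drawn from it. With all arrays at the main scaling, 58.5% of the probes past the fold were higher in *pad*2.1. It was 44.6% after a median shift in place of the 75th percentile, which lowered all differences by 0.11. The smallest p among the higher probes belonged to both probes of QQS (AT3G30720), with log2 fold changes of 3.88 (standard error 0.26) and 3.66 (standard error 0.27). The next was AT4G17280 with 2.20 (standard error 0.25, adjusted p = 0.646 from limma). Among the lower probes the smallest p belonged to an expressed sequence listed as TC394139, with -3.38 (standard error 0.23), and to 2 of the probes listed for the ribosomal RNA loci AT2G01010 and AT3G41768, with -2.66 and -2.51 (standard errors 0.19 and 0.21). Without Col-0 replicate 2 the log2 fold changes were 4.07 and 3.93 for QQS, 2.45 for AT4G17280, -3.43 for TC394139 and -2.65 and -2.42 for AT2G01010. The 5 other probes of that pair lay between these values and -0.83. The paper states that the transcripts of *pad*2.1 responded massively to the treatment, and it reasons from their functions and directions that GSH acts in stress and defense signaling.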

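The fold change and the p-value that the paper's S1 Table gives for each of its probes were recomputed from the deposited normalized values, as the difference of the group means and by the methods' t-test. Both lay within 0.001 of the table for all 1674 probes, so that the table's p-values rest on 2 arrays per genotype. The paper's table gives a corrected p under 0.05 for 3 of its probes, the lowest being 0.00274. When the same p-values were instead adjusted by Benjamini-Hochberg over all probes of the deposited values, the lowest adjusted p was 0.168.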

Statistical significance of the differential gene expression was measured by Student’s *t*-test and *P* values were adjusted for false discovery rate correction using Benjamini Hochberg method. Genes were classified based on functional category and pathways using DAVID biological interpretation tool (http://david.abcc.ncifcrf.gov/). The quality control results of the experiment in the form of PCA (principal component analysis) have been shown in S2 Fig. PCA on conditions is mainly used to visually assess the quality of replicates in a biological sample. Each point in the 3D plot represents a sample. The scores are used to check data quality (blue: combined stress treated *pad*2.1, green: combined stress treated Col-0).

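In a PCA of the 4 arrays over the probes tested, the components held 56.2%, 27.2% and 16.5% of the variance. On the first, Col-0 replicate 1 had a score of -101, against 20.4 for Col-0 replicate 2 and 39.8 and 41.3 for the *pad*2.1 replicates. On the second, Col-0 replicate 2 had a score of -68.3, against 9.56 for Col-0 replicate 1 and 41.6 and 17.1 for *pad*2.1. The first component thus set Col-0 replicate 1 against the other arrays, not Col-0 against *pad*2.1. The share of the first component moved most when Col-0 replicate 2 was left out, to 77.8%, and with all arrays it moved most without a filter on dim probes, to 43.2%. Across probes, which are not independent replicates, Pearson's r was 0.972 between the Col-0 arrays and 0.988 between the *pad*2.1 arrays. Between Col-0 replicate 2 and the *pad*2.1 arrays it was 0.982 and 0.984. The Col-0 arrays were at least 1 log2 unit apart at 4740 probes (13.4%) and the *pad*2.1 arrays at 1520 probes (4.29%). Col-0 replicate 2 was that far apart from the *pad*2.1 arrays at 7.31% and 6.13% of the probes, fewer than from Col-0 replicate 1.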

**Fig 2:**
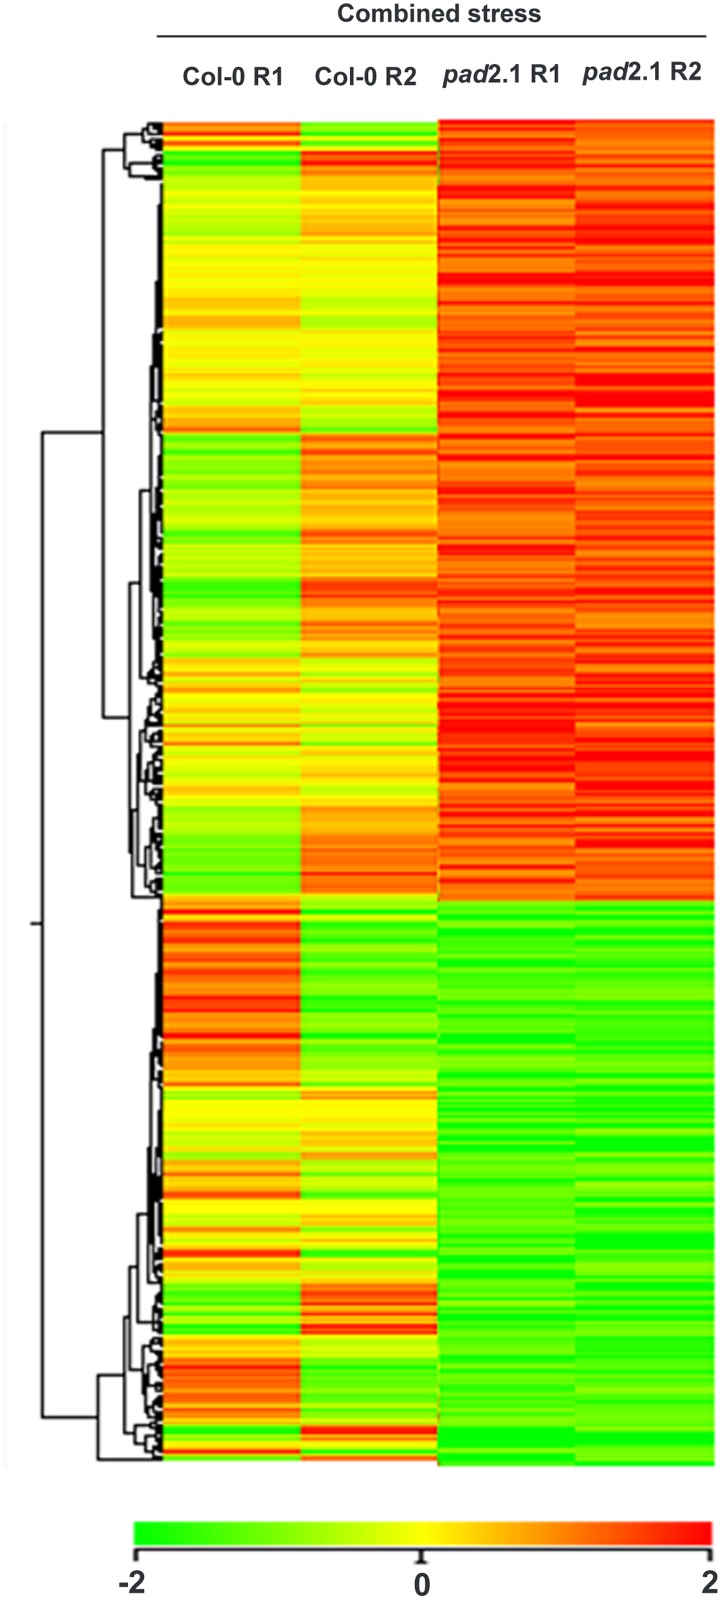
Heat map with hierarchical cluster tree for differentially expressed genes. Tree classified on the basis of gene expression. Over-expressed (log2 fold change > = 1) and under-expressed (log2 fold change < = -1) genes are shown by red and green colour respectively.

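The values of each array behind the heat map were set against the mean of the 4 arrays for the 1674 probes of S1 Table, on the deposited normalized values. Among the 973 up-regulated probes the median deviation was -1.07 on Col-0 replicate 1, -0.38 on Col-0 replicate 2, and 0.64 and 0.70 on the *pad*2.1 replicates. Among the 701 down-regulated probes it was 1.32 and 0.17 on the Col-0 replicates and -0.71 and -0.73 on those of *pad*2.1. Both *pad*2.1 arrays lay on one side of both Col-0 arrays at 1441 probes (86.1%). Over all probes tested this held for 14901 (42.0%), 8424 higher and 6477 lower in *pad*2.1, where chance gives 1 probe in 3. Col-0 replicate 2 was nearer to the *pad*2.1 mean than Col-0 replicate 1 at 71.5% of the table's probes, and lay between that replicate and the *pad*2.1 mean at 65.3%. The distance from the *pad*2.1 mean had a median of 1.75 for Col-0 replicate 1 and 1.04 for Col-0 replicate 2 among the up-regulated probes. Among the down-regulated ones it was -2.02 and -0.87.

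**Figure D1:**
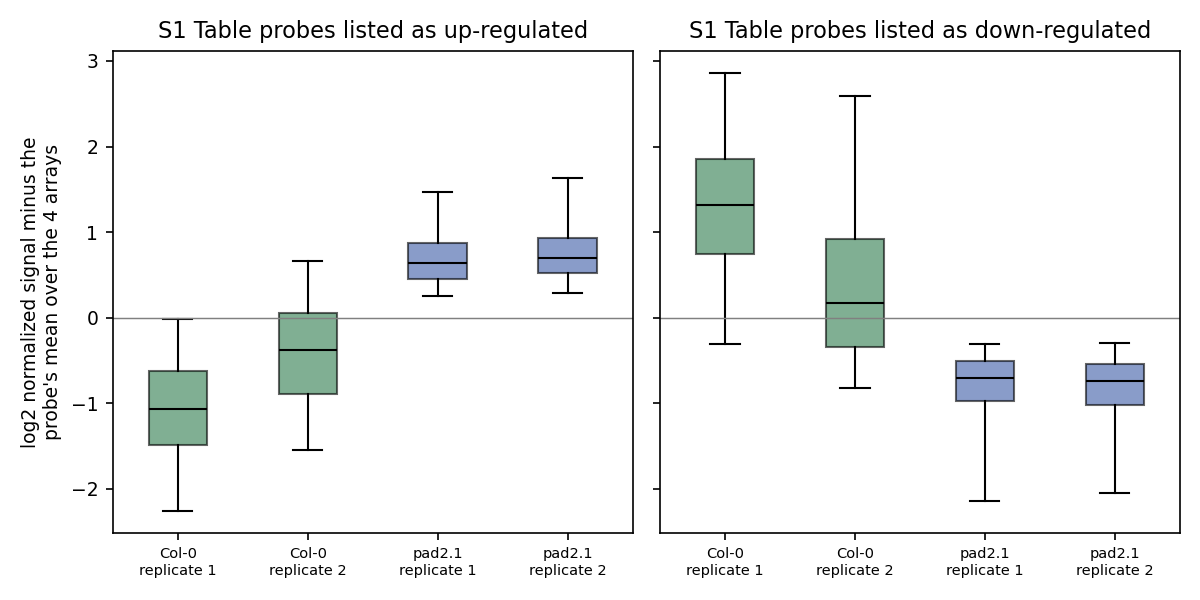
Deviation of each array from the mean of the 4 arrays (log2 units, vertical axis) for the up-regulated and the down-regulated probes of S1 Table, with 1 box per array. Boxes run from the 25th to the 75th percentile of the probes, the line is the median, and whiskers run from the 5th to the 95th percentile; the boxes of Col-0 replicate 1 lie farthest from those of *pad*2.1, and those of Col-0 replicate 2 in between.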

### Analysis of differentially regulated genes to functional pathways by DAVID

973 up- and 701 down-regulated genes were considered for analysis using DAVID. 

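The genes that S2 Table lists under pathways of the down-regulated genes were followed on the arrays. The copy read here holds 29 of the 30 pathways the paper counts, so no enrichment was computed on it. Its p-value is under 0.05 for 3 of them. It is 0.0267 for stilbenoid, diarylheptanoid and gingerol biosynthesis, 0.0308 for limonene and pinene degradation, and 0.0423 for photosynthesis. Another pathway that is also named photosynthesis has 0.730. The stilbenoid and the limonene pathway hold the same 5 genes. The table names 39 genes, of which 36 were matched to a locus and tested, and 35 of them were lower in *pad*2.1. Their median log2 fold change was -1.40, with a range from -3.84 to 0.11. The groups did not overlap for 28 of the 36 and limma's unadjusted p was under 0.05 for 15. Adjusted over the list alone 0 genes had an adjusted p under 0.05 by limma, with a lowest value of 0.0787. The list was drawn by the study from these same arrays, so the shared direction is not independent evidence.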

As listed in S2 Table, the down-regulated genes were associated with 30 metabolic and biosynthetic pathways viz. stilbenoid, diarylheptanoid and gingerol biosynthesis, terpenoid, glutathione, amino sugar and nucleotide sugar metabolism, biosynthesis of phenylpropanoid, phenylalanine, amino acyl-tRNA and fatty acid biosynthesis, cystein, methionine, aspartate, glutamate, glycine, serine and threonine metabolism.

DAVID was also used for gene ontology analysis and term enrichment for various biological processes, molecular function and cellular component as shown in S3 Table. Among DAVID functional annotation categories of differentially expressed genes, significantly enriched categories for up-regulated genes in *pad*2.1 were oxidoreductase activity, hormone metabolic process, secondary metabolic process, cell wall modification, polysaccharide metabolic process, lyase activity, heme binding, response to wounding, transferase activity and significantly enriched categories for down-regulated genes were response to reactive oxygen species, glycosyl transferase activity, response to oxidative stress, response to abiotic stimulus, protein folding, response to osmotic stress, response to stress stimulus and have been shown in Fig. 3. As observed by singular enrichment analysis by agriGo (Fig. 4) the most significantly reduced biological process was response to stress stimulus like reactive oxygen species, heat, high light intensity and radiation in *pad*2.1.

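Heat shock protein genes were taken as the 83 loci whose annotation on the array names a heat shock protein without naming a factor or DnaJ. The rule matches words, so it also took in loci such as JAC1, which the paper lists apart as a J-domain protein. Probes of a locus were averaged and 74 loci were tested. The median log2 fold change was -0.34, with 57 loci lower and 17 higher in *pad*2.1, and both *pad*2.1 arrays lay below both Col-0 arrays for 42 loci and above for 4. The median deviation from the mean of the arrays was 0.28 and 0.14 on the Col-0 replicates and -0.26 and -0.18 on those of *pad*2.1. Limma's camera with a preset inter-gene correlation of 0.01 gave p = 5.2e-16. With an estimated correlation camera gave 0.0221, and limma's rotation test fry gave 0.00686. Among the 10 gene lists tested, these genes were the only ones whose call held under both fry and an estimated correlation. Adjusted over the 10 lists, fry gave 0.0686, and its unadjusted p was 0.108 without Col-0 replicate 2 and 0.0557 without *pad*2.1 replicate 1. Limma called 8 loci lower and 0 higher adjusted over the list alone, and 0 over all genes tested. BIP3 (AT1G09080) fell by 3.00 on the log2 scale as the mean of its probes, and the probes of AT1G53540 and HSP70T-2 (AT2G32120) by 1.50 and 1.57 (standard errors 0.14 and 0.16). Of the 74 loci 18 are in S1 Table, among them HSP90.1 (AT5G52640) and HSP101 (AT1G74310), with -1.71 and -1.77 at their probes in that table. These last values varied more between the *pad*2.1 arrays than between the Col-0 arrays, with SDs of 0.81 against 0.37 for HSP90.1. Without Col-0 replicate 2, which leaves only Col-0 replicate 1, the log2 fold change was -1.46 for AT1G53540, -1.57 for HSP70T-2 and -1.23 for AT2G29500.

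**Figure D2:**
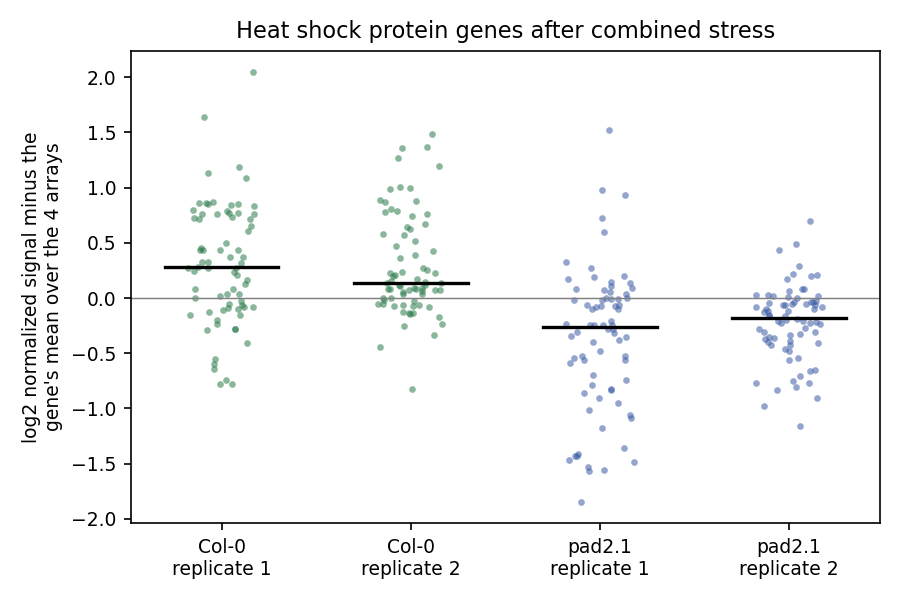
Normalized log2 signal of the heat shock protein genes on each array, as the deviation from the gene's mean over the 4 arrays (log2 units, vertical axis). Each point is a gene and the black line is the median of the 74 genes, which lies above 0 on both Col-0 arrays and below 0 on both *pad*2.1 arrays.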

**Fig 3:**
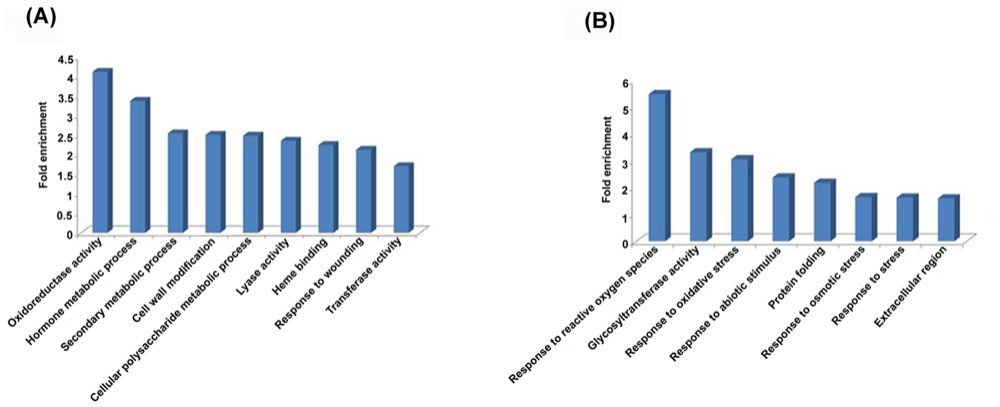
DAVID functional annotation categories of differentially expressed genes. Significantly enriched categories for (A) up-regulated genes and (B) down-regulated genes in *pad*2.1.

**Fig 4:**
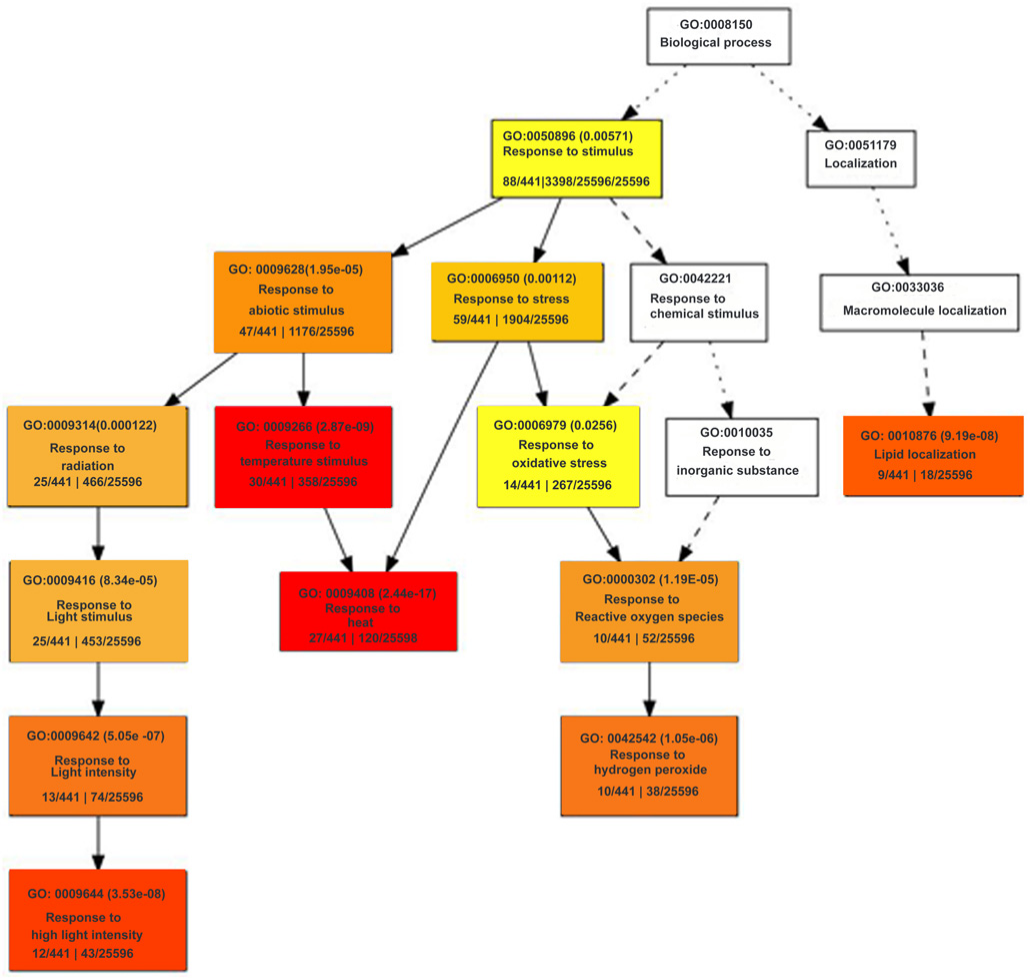
Hierarchical tree graph of over-represented GO terms in down-regulated genes by singular enrichment analysis generated by agriGO. Boxes in the graph show GO terms labelled by their GO ID, term definition and statistical information. The significant terms (adjusted *P*<0.05) are marked with color, while non-significant terms are shown as white boxes. The degree of color saturation of a box correlates positively with the enrichment level of the term. Solid, dashed and dotted lines represent two, one and zero enriched terms at both ends connected by the line, respectively. The rank direction of the graph runs from top to bottom.

Functional annotation of the identified genes through MapMan revealed that majority of them were related to regulation of transcription, enzyme families, abiotic and biotic stress stimulus, cell organization and protein degradation categories (Fig. 5A). The genes related to hormones were further classified, among which most of them were related to auxin, ET, ABA and brassinosteroid (Fig. 5B). Metabolism mapping also revealed that among differentially expressed genes largely of them were related to cell wall metabolism, secondary metabolism, lipid metabolism and starch metabolism (Fig. 5C). The secondary metabolism related genes were further classified which showed majority of them were related to phenylpropanoids, terpenoids, lignin and lignans, glucosinolates, anthocyanin and dehydroflavonols (Fig. 5D). The stress response as well as metabolism overview visualization by MapMan analysis in response to GSH feeding reveals substantial alteration in the transcriptome.

**Fig 5:**
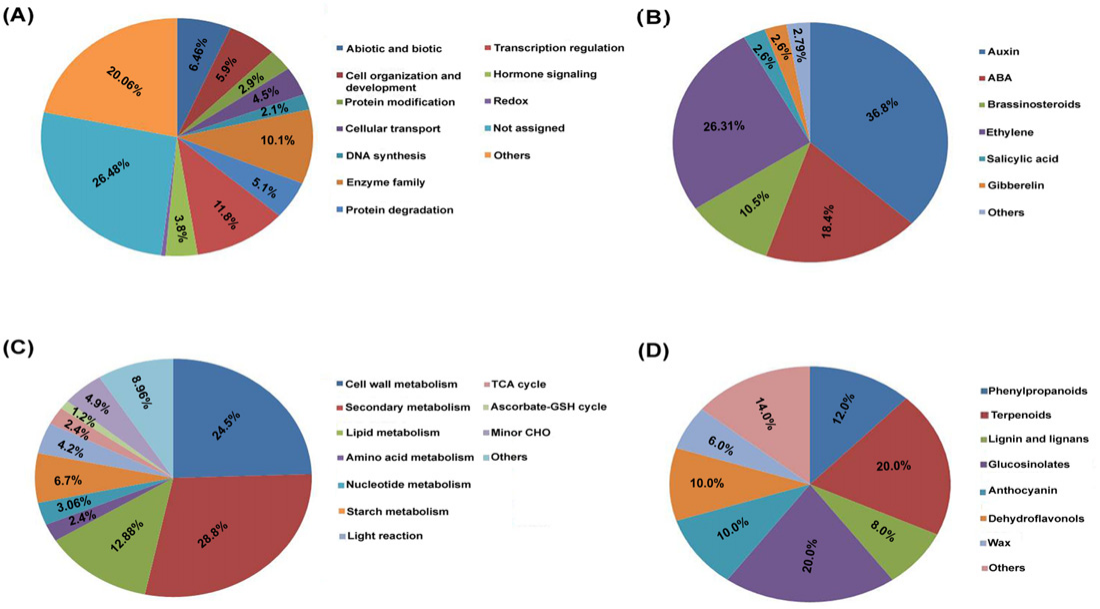
In response to combined stress treatment, (A) Functional annotation of the differentially expressed gene in Col-0 and *pad*2.1 through MapMan. Differentially expressed genes related to (B) hormones, (C) metabolic pathways and (D) secondary metabolites in Col-0 and *pad*2.1.

According to MapMan analysis of differentially expressed genes, various transcription factors were found differentially regulated in response to combined stress treatment under altered GSH condition (Fig. 6A). 

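Transcription factor families were taken from the annotation of the loci on the array, by a rule fixed after the named members' values had been seen. At the main scaling 36 of 66 NAC loci, 12 of 22 HSF loci, 16 of 28 AS2 loci and 4 of 6 BZR1 loci were higher in *pad*2.1. This majority turned for NAC to 31 higher and 35 lower after a median shift, and for HSF to 10 higher and 12 lower after normexp correction. For AS2 it became 14 and 14 after normexp, and for BZR1 3 and 3 after a median shift. The ARR-B family had 5 of 7 loci higher and the Pseudo-ARR family 3 of 5, and both kept a majority of higher loci under each scaling. Of the MADS loci 37 of 60 were lower, of the C2C2-CO-like loci 17 of 28, and of the MYB-related loci of the CCA1 and RVE group 9 of 10, a majority that held under each scaling. Among the members in S1 Table 3 were higher and 2 lower for NAC, 0 and 2 for HSF, 3 and 5 for AS2, 0 and 1 for BZR1 and Pseudo-ARR each, 2 and 2 for MADS, 2 and 6 for C2C2-CO-like and 0 and 4 for the CCA1 and RVE group, and ARR-B had 0 members there. Single members moved further than their families. The NAC gene AT5G39690 was at least 33.1-fold lower in *pad*2.1, where it was not well above background, and the NAC gene AT1G02250 was at least 6.97-fold higher, being not well above background in Col-0. The heat shock factors AT3G63350 and AT3G51910 had log2 fold changes of -2.24 (standard error 0.40) and -1.54 (standard error 0.28). LBD41 (AT3G02550) of the AS2 family had -2.12 (standard error 0.51), and the AS2 member AT2G42440 was at least 2.26-fold higher. For the BZR1 family, BES1 (AT1G19350) fell by 2.12 at its probe in S1 Table, while its other probes differed by -0.34 and 0.05, and BZR1 itself (AT1G75080) differed by 0.12 (standard error 0.16). Of 7 C2C2-CO-like loci that fell by at least 1, Col-0 replicate 1 was the array farthest from the rest for 5. Without Col-0 replicate 1, AT1G73870 went from -1.91 to 0.51 and AT5G15840 (CO) from 1.21 to -0.02. LHY (AT1G01060) and CCA1 (AT2G46830) fell by 2.59 and 2.32, with SDs between the Col-0 arrays of 2.59 and 2.03. Limma's adjusted p was under 0.05 for none of these genes with all arrays. Without Col-0 replicate 2 the log2 fold change was -1.89 for AT3G51910, -3.75 for CCA1, -4.43 for LHY and -2.72 for PRR9 (AT2G46790). In that fit the C2C2-CO-like genes had 2.44 for CO, -4.33 for AT1G73870, -3.94 for AT2G21320, -2.74 for AT4G27310 and -4.25 for AT3G02380. CCA1, LHY and PRR9 stood at 4.30, 2.33 and -1.31 on Col-0 replicate 1. On Col-0 replicate 2 they stood at 1.44, -1.34 and -3.31, nearer to the *pad*2.1 means of 0.55, -2.10 and -4.03.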

Among which *NAC*, *HSF* (Heat shock transcription family), *MYB*-related, *MADS* (MADS box transcription factor family), *ARR-B*, *C2C2-CO-like* (B-box zinc finger family), *AS*2 (LOB-domain containing protein), *BZR*1 (brassinazole-resistant 1 protein) and Pseudo-ARR transcriptional factor proteins were found down-regulated in *pad*2.1 under combined stress condition.

**Fig 6:**
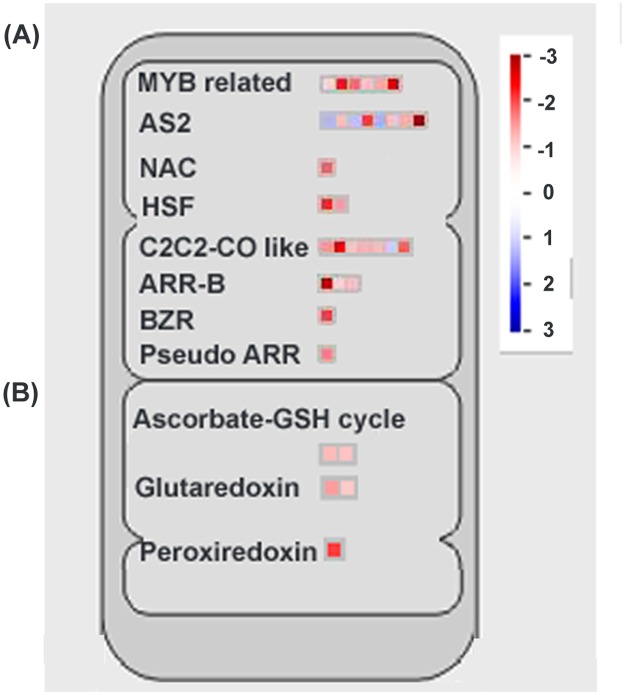
MapMan analysis of different (A) transcription factors (B) cellular redox maintaining genes. Up-regulated genes in blue and down-regulated genes in red colour respectively.

MapMan analysis of differentially expressed genes also revealed that phenylpropanoid, lignin, ET, anthocyanin and dihydroflavonols biosynthetic pathways were affected in *pad*2.1 following combined stress stimulus. 

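Among glycosyltransferases of phenylpropanoids, UGT71C2 (AT2G29740) had a log2 fold change of -1.87 (standard error 0.46) and UGT72E1 (AT3G50740) of -1.00 (standard error 0.64). 4CL8 (AT5G38120), a 4-coumarate CoA ligase, fell by 1.30 on the log2 scale (standard error 0.41). CAD4 (AT3G19450), a cinnamyl alcohol dehydrogenase, lay at 2.03 ± 2.08 (SD, n = 2) in Col-0 and 0.95 ± 0.12 (SD, n = 2) in *pad*2.1, a log2 fold change of -1.08 that was inside the spread of the Col-0 arrays. Without Col-0 replicate 1 it was 0.39, and its other probe differed by -0.36. Both *pad*2.1 arrays lay below both Col-0 arrays for UGT71C2 and 4CL8. For UGT72E1 the difference rested on Col-0 replicate 1, without which it was -0.036. UGT71C2 and 4CL8 had an unadjusted p under 0.05 by limma. With all arrays its adjusted p was under 0.05 for none of these genes. Without Col-0 replicate 2, which leaves only Col-0 replicate 1, the log2 fold change was -2.50 for UGT71C2, -1.97 for UGT72E1 and -2.55 for CAD4. Over the 18 genes of the core phenylpropanoid and lignin pathway the median log2 fold change was -0.08, with 8 genes higher and 10 lower. Limma's camera gave this list a p of 0.251 and fry 0.885, and 0 genes passed adjusted over the list alone or over all genes, with an unadjusted p under 0.05 for 0 genes as well. Here 1 array decided the direction, with a median of 0.27 without Col-0 replicate 1 and of -0.42 without Col-0 replicate 2.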

Genes involved in phenylpropanoid and lignin biosysnthesis like *UDP-glycosyl transferase*, *4-coumarate CoA ligase* 8 and *CAD*4 were found down-regulated in *pad*2.1 after combined stress treatment (Fig. 7A). Genes of ET biosynthetic pathway like *ACC oxidase* and *ACC synthase* were found down-accumulated in combined stress treated *pad*2.1 (Fig. 7B). 

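ACO1 (AT2G19590), an ACC oxidase, had a log2 fold change of -1.01 (standard error 0.43) in combined stress treated *pad*2.1, and its 2 other probes gave -0.99 and -0.92. The ACC synthase ACS7 (AT4G26200) had -1.18 (standard error 0.69), with an SD of 1.38 between the Col-0 arrays and overlapping groups. Another ACC synthase, ACS2 (AT1G01480), was higher by 1.09 (standard error 0.49). The 11 ACS and ACO genes tested had 5 genes higher and 6 lower, and a median of -0.03. Limma's camera gave a p of 0.758 and fry 0.501, the latter with the opposite sign, and 0 genes passed adjusted over the list alone or over all genes. Limma's unadjusted p was under 0.05 for 1 of them, ACS8 (AT4G37770), which was higher by 0.84 and is named after its value was seen. Without Col-0 replicate 2 ACS2 was higher by 1.80. That replicate stood at -0.60, nearer to the *pad*2.1 replicates (-0.25 and -0.19) than Col-0 replicate 1 (-2.02). For ACO1 Col-0 replicate 1 was the nearer. It stood at -1.75, against -0.53 on Col-0 replicate 2 and -2.14 and -2.16 on the *pad*2.1 replicates. Without *pad*2.1 replicate 1 the median of the list was 0.32.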

MapMan analysis of differentially expresssed genes also revealed the up-regulation of anthocyanin and dihydroflavonols biosynthetic pathway related genes in *pad*2.1.

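The 16 genes of the flavonoid and anthocyanin pathway had a median log2 fold change of 1.02, with 13 genes higher and 3 lower in *pad*2.1. The genes of early steps moved little or varied between replicates, with 0.69 for CHS (AT5G13930, standard error 0.73), -0.65 for CHI (AT3G55120, standard error 0.54) and -0.55 for F3H (AT3G51240, standard error 0.73). TT8 (AT4G09820), a regulator of the late steps, was higher by 1.02, and MYB75 (AT1G56650) by 0.08. Limma's camera gave p = 1.4e-05 for the list, but an estimated correlation gave 0.188 and fry 0.0743. Adjusted over the list alone limma called 7 genes, all higher, and over all genes 0, and 8 genes had an unadjusted p under 0.05. Of the 16 genes 8 are in S1 Table, so that the list is not independent of the study's own selection. Without Col-0 replicate 2 camera gave a p of 0.231, with 10 genes higher.

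**Figure D3:**
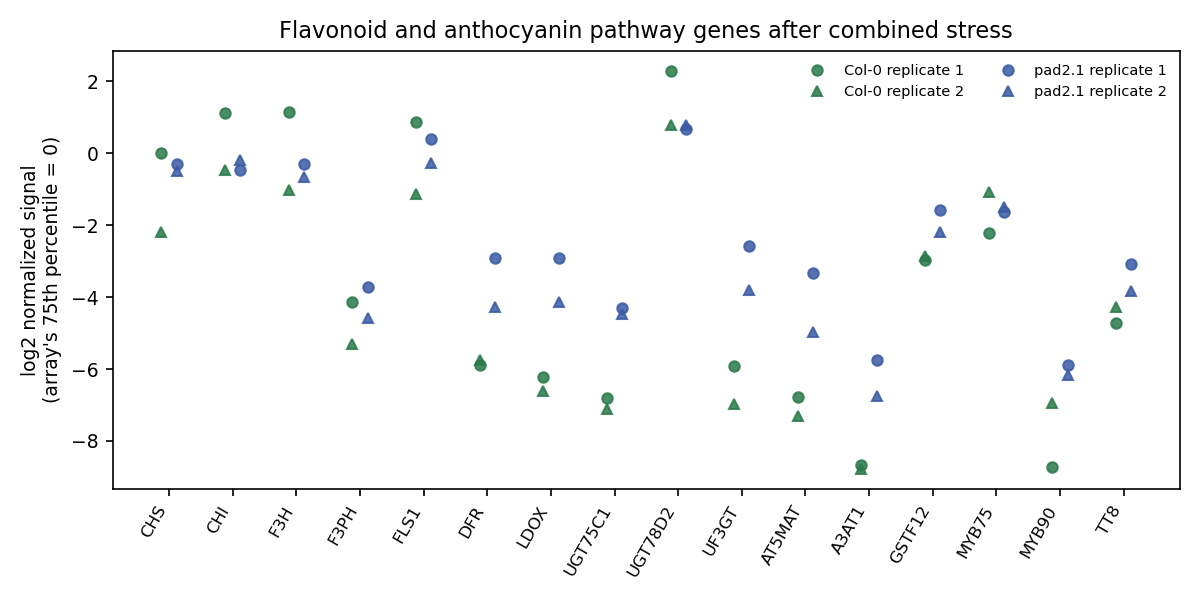
Normalized log2 signal (vertical axis) of the 16 flavonoid and anthocyanin pathway genes on each array, with the genes along the horizontal axis. Circles are replicate 1 and triangles replicate 2, green for Col-0 and blue for *pad*2.1; for 9 genes both *pad*2.1 points lie above both Col-0 points, and for 1 gene both lie below.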

**Fig 7:**
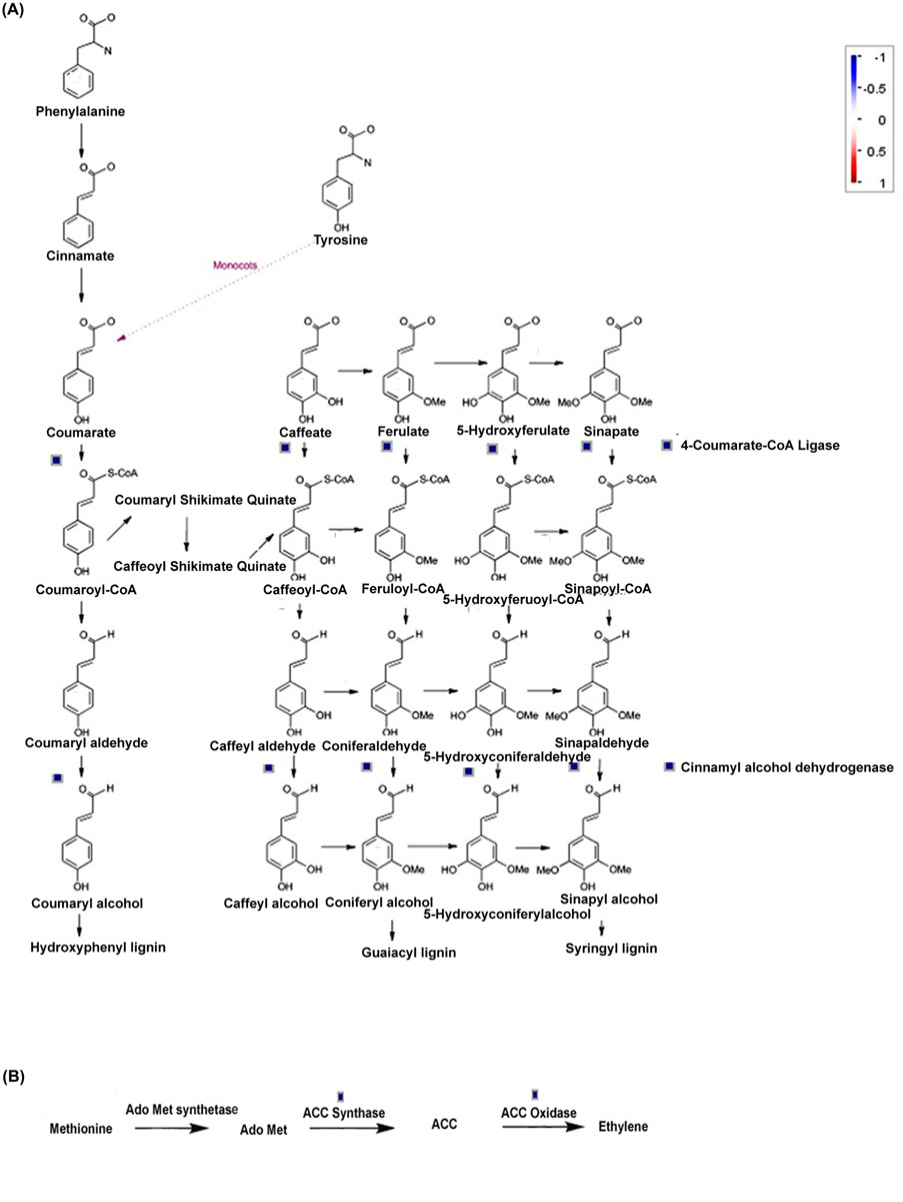
Identified genes related to (A) phenylpropanoid and lignin (B) ET biosynthetic pathways by MapMan analysis. Up-regulated genes in red and down-regulated genes in blue colour respectively.

### Comparative proteomics analysis

Comparative proteomics was conducted from the protein isolated from combined stress treated Col-0 and *pad*2.1. The differentially accumulated spots as identified by comparative protein profiling (S3 Fig.) were further identified. Approximately 289 and 278 spots were identified in combined stress treated Col-0 and *pad*2.1 respectively. Out of which 155 spots were similar with the overall coefficient of variation being 33.72 between combined stress treated Col-0 and *pad*2.1, respectively. Out of 23 differentially expressed and identified proteins (S4 Table), 11 were found down-accumulated in response to combined stress in *pad*2.1 and about 63.63% of them viz. HSP70, NBS-LRR type resistance protein, lycopene cyclase, GST, PPIase etc. were related to stress and defense, whereas, 27.37% were related to both carbon and energy metabolism with other proteins (Fig. 8A). Rest 12 proteins were found up-accumulated in *pad*2.1 and amongst which most of them were related to carbon and energy metabolism (Fig. 8B). Down-accumulation of some of the above mentioned proteins also validated the differential expression of similar genes in response to combined stress treatment in *pad*2.1 (Fig. 9A-B, Table 2).

**Fig 8:**
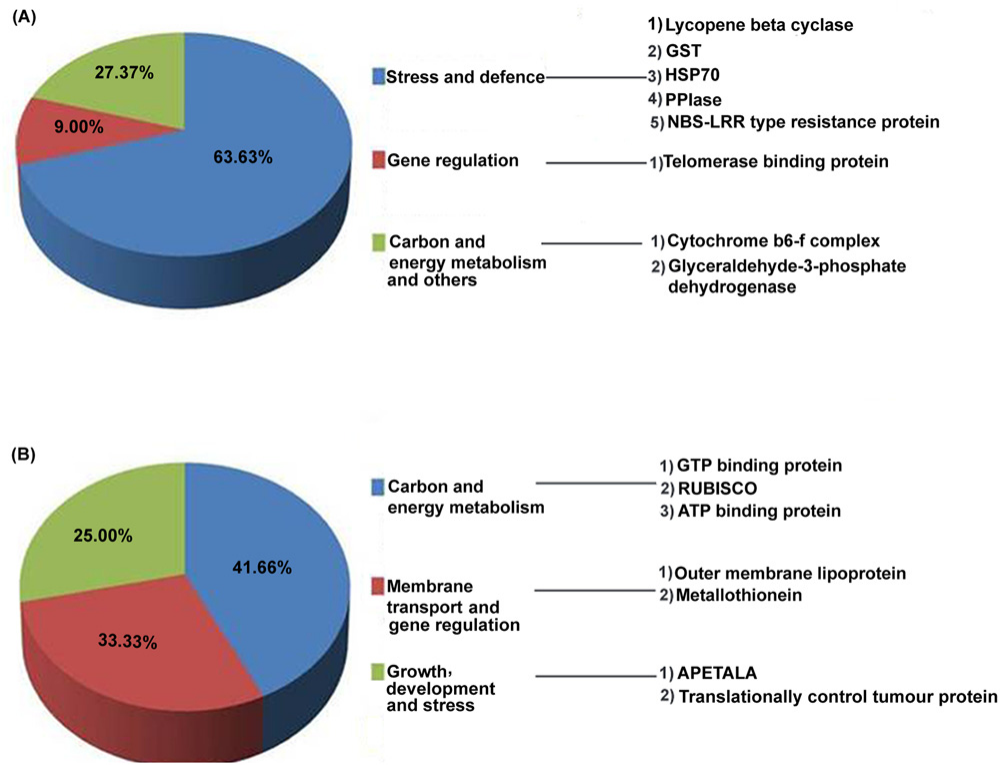
Functionally categorized (A) down-accumulated and (B) up-accumulated proteins in response to combined stress treatment in *pad*2.1.

**Fig 9:**
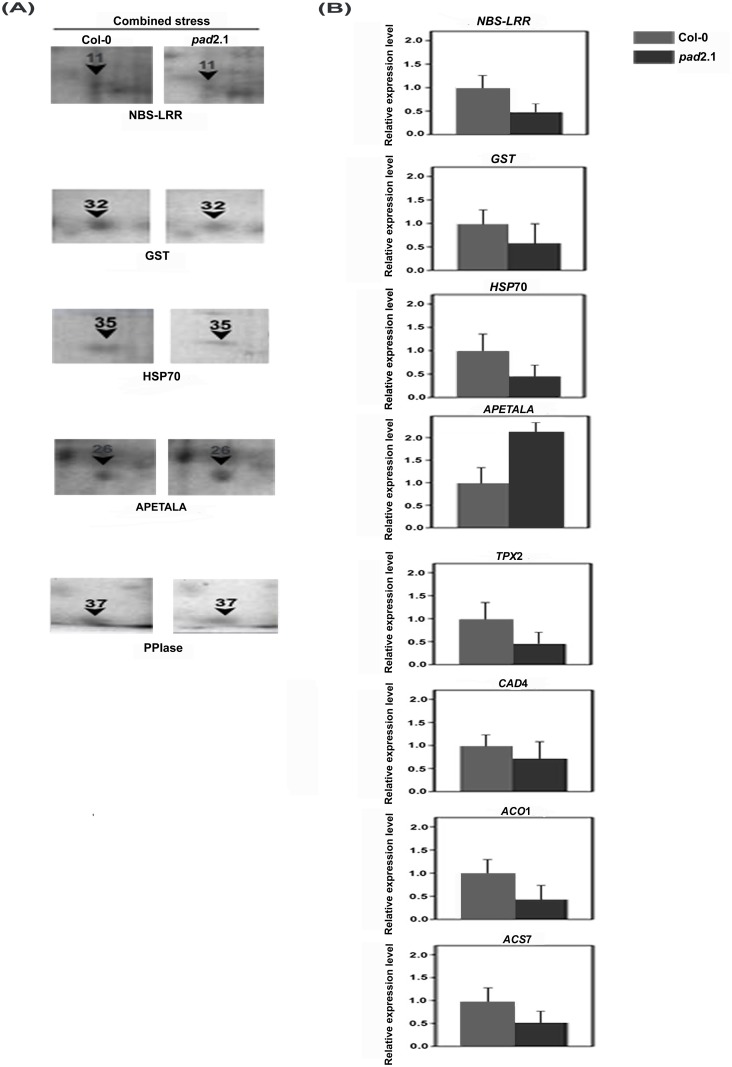
Validation of some differentially expressed genes of microarray experiments by (A) comparative proteomic analysis (B) Quantitative RT-PCR. Data are presented as mean ± SE (n = 3). *P*<0.05 (Student’s *t*-test).

**Table 2:** MALDI TOF-TOF MSMS based identification of proteins which validated differential expression of five genes in *pad*2.1 in response to combined stress.

SSP no.^a^ (Spot no.)	Th. Mr/pI Exp. Mr/pI ^b^	Avg Fold change^c^	Protein (Taxonomy)	Accession No. ^d^	Mascot Score ^e^	Sequence Coverage (%) ^f^
3803 (11)	96.0/6.60 61.80/5.70	0.49	NBS-LRR type resistance protein (*Triticum monococum*)	gi|33321037	37	7
7205 (32)	24.10/5.92 27.60/6.60	0.71	Glutathione-S-transferase (*Arabidopsis thaliana)*	gi|13194824	145	54
1904 (35)	76.99/5.17 79.00/5.20	0.10	Heat shock protein-70 (*A*. *thaliana*)	gi|24030296	358	25
8003 (37)	28.20/8.80 14.70/6.80	0.03	Peptidyl-prolyl isomerase (*A*. *thaliana*)	gi|6899901	108	34
6402 (26)	49.30/6.28 36.20/6.30	2.15	Sterile APETALA (*A*. *thaliana*)	gi|9758652	50	10

Identified differentially accumulated proteins in Col-0 and *pad*2.1 plants in response to combined stress treatment.

^a^Assigned sample protein and spot number as indicated in Fig. 8A and S3 Fig.

^b^Th Mr/pI, theoretical mass of protein in kDa and pI; Exp Mr/pI, experimental mass of protein in kDa and pI.

^c^Average spot intensity fold change.

^d^NCBI accession number of identified protein spots.

^e^Statistical probability of true positive identification of predicted proteins calculated by MASCOT (http://www.matrixscience.com).

^f^Sequence coverage%: percentage of predicted protein sequence covered by matched peptides.

### Validation of some differentially expressed genes by quantitative RT-PCR

Differentially expressed genes like *NBS-LRR*, *HSP*70, *APETALA*, *TPX*2, *GST*, *CAD*4, *ACO*1 and *ACS*7 were validated by quantitative RT-PCR. All the above mentioned genes except *APETALA* were found down-regulated by almost 2 fold expression change in stress treated *pad*2.1 in comparison to that of in Col-0 (Fig. 9B). Genes like *GST*, *NBS-LRR*, *TPX*2 and *ACO*1 were found down-regulated whereas *APETALA* and *CYP79*B2 were noted up-regulated in *pad*2.1 under control condition. Rest of them like *ACS*7, *ERD* and *CAD*4 did not show much change in their expression in Col-0 and *pad*2.1 under control condition (S4 Fig.).

## Discussion

In response to stress condition in *pad*2.1 there is a possibility of more ROS production. *HSPs* and other stress responsive genes were found up-regulated in response to stress and it was also reported earlier that these genes were induced by oxidative stress in Col-0. In case of *pad*2.1 after combined stress treatment there can be two possibilities which may affect the differential expression of genes. First, a possible reason for differential expression of genes may be an increase in ROS or oxidative stress in plant cells due to GSH depletion. Second, high GSH content can have a direct or indirect role in induction or regulation of the gene and protein expressions by thiol mediated modulations of various transcription factors, subunits of RNA polymerase and protein kinase [39] which were previously reported to be induced by ROS or oxidative stress, and have been found down-regulated in *pad*2.1.

### Effect on transcription factors

The expression of NAC transcription factor family gene was induced by osmotic, drought, high salinity, and abscisic acid. Microarray analysis of transgenic plants overexpressing NAC family transcription factors revealed that several stress-inducible genes were up-regulated in the transgenic plants, and the plants showed significantly increased drought tolerance [40,41].

Glutathione depletion inhibited the heat and the reagent initiated activation of the heat shock factor 1 (HSF1) and did not promote the expression of *HSP*70 mRNA [42]. It was also demonstrated that *A*. *thaliana* plants with increased *HSFA1b* expression showed increased productivity and harvest index under water deplete and water-limiting conditions [43]. Myb related transcription factors were also found up-regulated in *A*. *thaliana* in response to abiotic stress [44]. Role of various MYB family proteins under biotic and abiotic stress conditions elucidated in previous reports can be corroborated with our data [45–47].

During water-stress, PSARK::IPT plants displayed increased expression of brassinosteroid-related genes like *BZR*1, *BAK*1 and *BRI*1 which were responsible for its tolerance to drought stress [48]. MADS-box transcription factors, besides being involved in floral organ specification, have also been implicated in several aspects of plant growth and development. Expression levels of four MADS box genes were up-regulated by more than two folds in response to cold and dehydration stress treatments [49].

*AS*2 is an important auxin responsive factor was found highly induced under salinity and drought stress treatment in sorghum [50]. *Arabidopsis* mutant *cad*2 showed less auxin biosynthesis and transport due to depleted glutathione which might affect the expression of *AS*2 [51].

Above mentioned transcription factors were found up-regulated under stress condition but in *pad*2.1 they are found down-regulated in response to combined stress treatment. It indicated that GSH may be directly or indirectly induces the expression of these transcription factors by thiol mediated modification of their inducers. But due to less content of GSH in *pad*2.1, there were the possibility of lesser thiol mediated modification and their activation.

### Effect on stress response

In the present investigation genes like *PP2-*A3 (phloem protein 2-LIKE A3), *PDF*1.4 (defensin-like protein 19), at5g48595, at5g23035, *MLO-like protein* 9 and *NBS-LRR* type disease resistant proteins were found down-regulated in combined stress treated *pad*2.1. 

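PP2-A3 (AT2G26820) had a log2 fold change of -1.18 (standard error 0.29) and PDF1.4 (AT1G19610) of -1.42 (standard error 0.47). AT5G48595 lay at -4.58 ± 0.35 (SD, n = 2) in Col-0 and -8.70 ± 1.78 (SD, n = 2) in *pad*2.1, where 1 of the 2 arrays was well above background. AT5G23035 fell by 1.44 on the log2 scale (standard error 0.64) and MLO9 (AT1G42560) by 1.69 (standard error 0.78), with SDs of 1.15 and 1.59 between the Col-0 arrays. For each of these 5 genes both *pad*2.1 arrays lay below both Col-0 arrays, and limma's unadjusted p was under 0.05 for PP2-A3, PDF1.4 and AT5G48595. When Col-0 replicate 2 was left out, the log2 fold change was -2.10 for PDF1.4 and -2.82 for MLO9. That replicate lay nearer to *pad*2.1 than Col-0 replicate 1 for both. PDF1.4 stood at 1.08 and -0.29 on the Col-0 replicates and at -1.09 and -0.96 on those of *pad*2.1. MLO9 stood at -3.52 and -5.76, against -6.30 and -6.37. For AT5G48595 and AT5G23035 Col-0 replicate 1 was the nearer. The NBS-LRR gene AT4G27220 was well above background on 1 of the 2 Col-0 arrays, and its difference of 1.31 (standard error 0.50) toward *pad*2.1 rests on signals close to background and was 0.23 after normexp correction. Its probe is printed as 2 spots, and on Col-0 replicate 2 these had signals of 5470 and 10, the first with an outlier mark. With that spot left out, the gene lay at -7.76 ± 0.35 (SD, n = 2) in Col-0 and -6.45 ± 0.68 (SD, n = 2) in *pad*2.1. In the deposited normalized values Col-0 replicate 2 stands at 1.08, and the other arrays between -6.93 and -5.97, which gives -3.53.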

The main characteristic of these PR-family members is its antimicrobial activity against a large number of phytopathogenic species, including fungi and bacteria [52]. MLO-like protein 9 involved in perception of bacterial and fungal infection like *Pseudomonas* and powdery mildew, likewise the *NBS-LRR* genes are involved in pathogen recognition and defense signaling in *Arabidopsis* [53]. At protein level, disease resistance protein like NBS-LRR protein (spot no. 11) was also found down-accumulated in combined stress treated *pad*2.1. The above mentioned down-regulated genes and protein are supposed to be directly or indirectly induced by GSH.

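NHL25 (AT5G36970), an NDR1/HIN1-like gene, was at least 3.92-fold higher in *pad*2.1 at the main scaling, as it was not well above background on the Col-0 arrays. Its values were -8.35 ± 0.58 (SD, n = 2) in Col-0 and -6.08 ± 0.05 (SD, n = 2) in *pad*2.1. Of the genes with a toll-interleukin 1 receptor domain, AT5G45200 had a log2 fold change of 1.66 (standard error 0.60) and was well above background on 1 of the 2 Col-0 arrays. AT1G57670 was not well above background on either Col-0 array and was at least 1.58-fold higher in *pad*2.1. AT4G23515 was at least 1.33-fold higher by the same measure, but its groups overlapped, and without Col-0 replicate 2 its log2 fold change was -0.02. AT1G57850 was not well above background on either Col-0 array, and no fold is given, since the bound falls under 1. The precision of these values is limited by signals close to background. After normexp correction the log2 fold changes were 0.40 for NHL25, 0.22 for AT5G45200, 0.05 for AT1G57670 and 0.03 for AT4G23515. The bounds given above therefore hold at the main scaling only. Limma's unadjusted p was under 0.05 for NHL25 and AT5G45200.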

Among the differentially expressed genes in response to combined stress treatment in *pad*2.1, *NDR1/HIN1-1ike* genes and *toll-interleukin 1 receptor* (TIR) were found up-regulated in *pad*2.1. The role of *TIR* in combating biotic stress in *Arabidopsis* has already been established [54]. It was reported earlier that TIR domain plays a crucial role in a cell death signaling pathway [55,56]. Excessive oxidative stress in response to pathogenesis has been reported to be associated with toll-like receptor (TLR) activation in humun neutrophil tissues [57].

Abiotic stress responsive genes like members of heat shock protein family, *ERD* (early responsive to dehydration stress), at4g10270, *JAC (*J-domain protein required for chloroplast accumulation response 1) and *PPIase* were found down-regulated in *pad*2.1 in response to combined stress treatment (Fig. 10). 

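AT4G10270 fell from 0.92 ± 0.73 (SD, n = 2) in Col-0 to -1.90 ± 0.20 (SD, n = 2) in *pad*2.1, a log2 fold change of -2.82 (standard error 0.38). The peptidyl-prolyl isomerases AT5G48570 and ROF1 (AT3G25230) had -1.84 (standard error 0.30) and -1.19 (standard error 0.32). JAC1 (AT1G75100) fell by 1.80 on the log2 scale with a standard error of 0.90, and the ERD family gene AT4G15430 by 1.30 with a standard error of 0.59. The SD between the Col-0 arrays was 1.87 for JAC1 and 1.20 for AT4G15430, and limma's unadjusted p was 0.105 and 0.0823. Both *pad*2.1 arrays lay below both Col-0 arrays for all 5 genes. AT4G10270 and both isomerases had an unadjusted p under 0.05 by limma. Without Col-0 replicate 2 the log2 fold change was -3.13 for JAC1, -2.15 for AT4G15430, -1.62 for ROF1 and -2.18 for AT5G48570. Without Col-0 replicate 1 these were -0.48, -0.45, -0.76 and -1.50. AT4G10270 went the other way, with -2.30 without Col-0 replicate 2 and -3.33 without Col-0 replicate 1.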

All cytoplasmic and mitochondrial members of HSP70 family were strongly induced by low temperature [58]. Correlation between GSH oxidation and *HSP*s induction under stress condition has been already established [59]. Previously, *ERD*11 and *ERD*13 were isolated from a cDNA library from *A*. *thaliana* plants dehydrated for 1 h were sequenced and characterized [60]. Earlier *ERD*9 was found repressed in response to low GSH and ascorbate [61]. Compared to the drought-susceptible cultivar, the osmotic stress-induced expression of total *PPIase* activity in different tissues of sorghum was found dramatically higher in the cultivar which was tolerant to drought [62]. The water stress induced enhancement in the *PPIase* levels in different tissues of the Col-0 may be helping the other stress-induced proteins to maturation by virtue of their chaperonic and PPIase activity. It is also likely that enhanced levels of PPIase activity under stress conditions may be regulating the expression of other genes imparting stress tolerance since they are also implicated in signal transduction. In validation of transcriptomics data, HSP70 and PPIase (spot no. 35, 37) proteins were also found down-accumulated in *pad*2.1 (Fig. 8A) in response to combined stress treatment. It has been already reported that *pad*2.1 contains only 22% of GSH compared to Col-0. So, it can be assumed that genes and proteins which were found down-regulated in response to stress condition are due to the altered level of GSH in *pad*2.1 as compared to Col-0.

**Fig 10:**
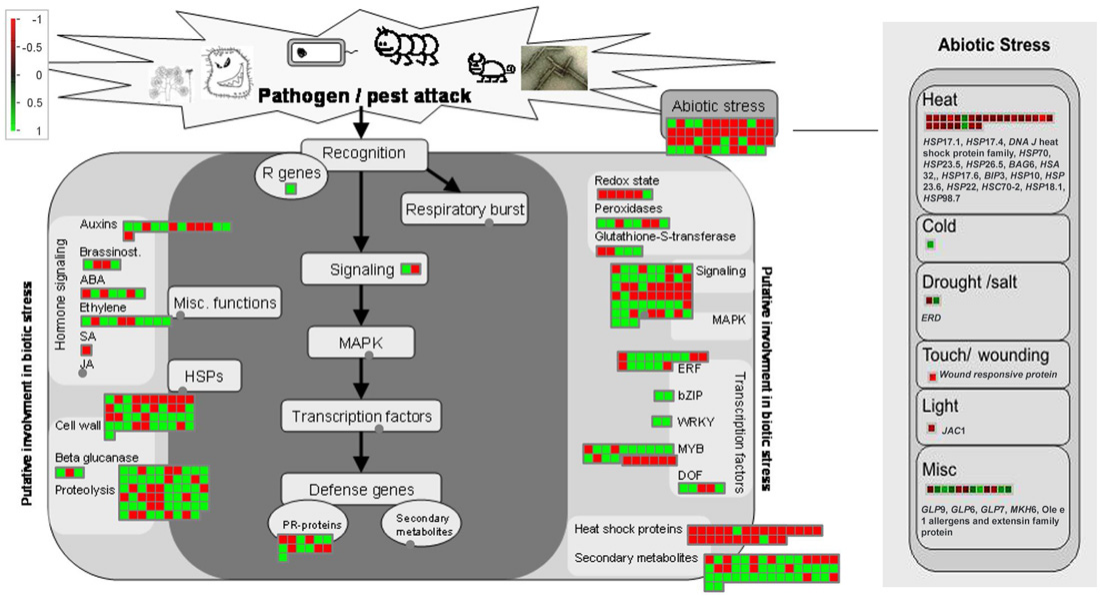
Stress response overview of transcriptome altered in response to combined stress treatment in *pad*2.1 as visualized by MapMan analysis.

In previous investigations, after stress treatment development of redox imbalance in plant cell has been reported. Excessively produced GSH develops more reduced state in plant cell which might lead to the modulation of proteins as noted in NPR1 where the reduction of disulfide bond results the NPR1 monomers which then moved to the nucleus and consequently induced the stress and defense related genes [25]. The high concentration of GSH is supposed to regulate the gene expression by thiol mediated modulation of transcription factors, RNA polymerase subunits, and protein kinases [39].

### Effect on redox related genes and proteins

Among the redox related genes *GST*, *glutaredoxin*, *monothiol glutaredoxin*, *TPX*2 and *APX*2 were found down-regulated in response to combined stress treatment in *pad*2.1 (Fig. 6B). 

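Among the glutathione S-transferases with a probe in S1 Table, GSTU9 (AT5G62480) had a log2 fold change of -1.29 (standard error 0.20). The others were higher in *pad*2.1, GSTF12 (AT5G17220) by 1.78 (standard error 0.41) and GSTU2 (AT2G29480) by 1.49 (standard error 0.40), while GSTF5 (AT1G02940), not well above background in Col-0, was at least 1.58-fold higher. A second probe of GSTF12 was higher by 0.26. After normexp correction GSTF5 was higher by 0.08 log2 units, so its bound holds at the main scaling only. The glutaredoxins AT1G03850 and AT1G03020 had -1.49 (standard error 0.56) and -1.11 (standard error 0.60), with SDs of 1.14 and 1.16 between the Col-0 arrays. TPX2 (AT1G65970) fell from 3.00 ± 0.74 (SD, n = 2) to 0.90 ± 0.10 (SD, n = 2), a log2 fold change of -2.10. APX2 (AT3G09640) had -1.26 (standard error 0.32). Both *pad*2.1 arrays lay on one side of both Col-0 arrays for all 8 genes. Limma's unadjusted p was under 0.05 for each of them except AT1G03020. Without Col-0 replicate 2 the log2 fold change was 2.04 for GSTU2, -2.30 for glutaredoxin AT1G03850 and -2.62 for TPX2. That replicate lay nearer to *pad*2.1 than Col-0 replicate 1 for each of the 8 genes except GSTF5. AT1G03850 stood at 0.31 and -1.31 on the Col-0 replicates and at -2.17 and -1.81 on those of *pad*2.1. AT1G03020 stood at -3.44 and -5.08, against -5.23 and -5.52. GSTU2 stood at -2.64 and -1.54, against -0.67 and -0.52.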

GST catalyzes the conjugation of GSH with hydrophobic toxic compounds to form derivatives that can be secreted from the cell, sequestered in the vacuole, or catabolized [63]. Apart from conjugation reaction, GST isoenzymes perform other GSH-dependent catalytic activities which include the reduction of organic hydroperoxides [64]. Glutaredoxins generally catalyzes reduction reaction by using the GSH/glutathione reductase system in photosynthetic organisms [65,66]. Peroxidase activity of glutaredoxins and its contribution to the resistance to oxidative stress has already been established [67–70]. H_2_O_2_ feeding through the transpiration stream induced *APX*2 expression in *A*. *thaliana* and protected the leaves against subsequent photoinhibition and foliar oxidative damage [71]. TPX was reported sensitive to hyperoxidation under oxidative stress and inactivation of TPX activity was important to allow thioredoxin to reduce other substrates under conditions of acute oxidative stress [72]. In *pad*2.1, due to low GSH content more production of ROS after combined stress treatment is expected and this excessive ROS production might down-regulated the expression of *TPX*2. In the case of other genes of this group ROS induced GSH is supposed to act as their direct or indirect inducer. Among these down-regulated genes of this group GST (spot no. 32) was also found down-accumulated at protein expression level in combined stress treated *pad*2.1.

### Effect on phenylpropanoid, lignin and ET pathways

Phenylpropanoid like sinapyl alcohol, coniferyl alcohol and coumaryl alcohol are the important precursors of lignin biosynthesis. The role of lignin in defense response in plants has been already established [73]. Previous study has shown that lignin biosynthesis was induced by GSH treatment in bean cell culture [74]. Hence, down-regulation of important lignin biosynthesis genes as identified in our results further confirmed the distinct role of GSH in lignin biosynthesis. ACS is the enzyme of rate limiting step in ET biosynthesis [75]. In our previous report we have already proposed that GSH has an important role in inducing ET biosynthesis [26]. Present result supports the previous report about the role of GSH in inducing ET biosynthesis.

### Effect on dihydroflavonols and anthocyanins pathways

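Several genes of the late steps of anthocyanin synthesis were higher in combined stress treated *pad*2.1, and 1 glucosyltransferase was lower. LDOX (AT4G22880) lay at -6.41 ± 0.27 (SD, n = 2) in Col-0 and -3.54 ± 0.87 (SD, n = 2) in *pad*2.1, a log2 fold change of 2.87 (standard error 0.50). The anthocyanidin synthase AT4G22870 had 2.73 (standard error 0.49) and DFR (AT5G42800) 2.47 (standard error 0.53), with 1.91 to 2.32 at the 3 other probes of DFR. UF3GT (AT5G54060), listed as a glycosyltransferase of flavonoids, had 3.25 (standard error 0.59). The anthocyanin acyltransferase 5MAT (AT3G29590) was higher by 2.89 (standard error 0.64) and the glucosyltransferase AT4G14090 by 2.57 (standard error 0.32), each well above background on 1 of the 2 Col-0 arrays. Both *pad*2.1 arrays lay above both Col-0 arrays for these 6 genes, and limma's unadjusted p was under 0.05 for each of the 6. Another glucosyltransferase of the pathway list, UGT78D2 (AT5G17050), named after its value was seen, had -0.81 (standard error 0.51), with 2.30 and 0.80 on the Col-0 arrays and 0.68 and 0.79 on those of *pad*2.1.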

Due to less GSH content in *pad*2.1, stress treatment might develop oxidative stress which was supposed to induce the expression of genes like *anthocyanin 5-aromatic acyltransferase*, *leucoanthocyanidin dioxygenase* (*LDOX*), *anthocyanidin synthase*. *dehydroflavonols 4-reductase* (*DFR*) and *flavonoid 3-O-glucosyltransferase*. The involvement of H_2_O_2_ on the accumulation of anthocyanin in rice seedlings has been reported earlier [76]. Since, anthocyanin has also been reported as an antioxidant [77], plants, under depleted GSH condition i.e. *pad*2.1, induced the genes of anthocyanin and dihydroflavonols pathways, to combat stress as noted here.

## Conclusions

Collectively, this study reports an inclusive transcriptomic and proteomic analysis of *A*. *thaliana* mutant *pad*2.1 in response to combined treatment of cold and osmotic stress. Down-regulation of selected stress-responsive genes in *pad*2.1 under stress conditions confirmed the dynamic contribution of GSH in plant stress and defense. Furthermore, down-regulation of ET-related genes point towards the role of GSH in ET biosynthesis under stress. Additionally this study opens a new insight into the interaction of GSH with other defense related secondary metabolic pathway, particularly phenylpropanoid, lignin, anthocyanin and dihydroflavonols biosynthetic pathway, which might be notable information in plant defense.

## Supporting Information

S1 Fig Effect of stress treatment on the (A) leaf morphology and (B) expression of stress and defense related genes in Col-0 and *pad*2.1. Data are presented as mean ± SE (n = 3). Lower case letters indicate significant difference from that of Col-0 at ^*a*^ *P*<0.05, ^*b*^ *P*<0.01 and ^*c*^ *P*<0.001, ns-not significant (Student-Newman-Keuls multiple comparison test).
(TIF) Click here for additional data file.

S2 Fig Principal component analysis (PCA) of microarray experiment. The PCA components represented the X, Y and Z axes (green: combined stress treated Col-0, blue: combined stress treated *pad*2.1).
(TIF) Click here for additional data file.

S3 Fig Representative 2-DE gel images of combined stress treated Col-0 and *pad*2.1. (TIF) Click here for additional data file.

S4 Fig Study of the expression of various genes by quantitative RT-PCR in both control and stress treated Col-0 and *pad*2.1 which are found differentially expressed in microarray experiment. Data are presented as mean ± SE (n = 3). Lower case letters indicate significant difference from that of Col-0 at ^*a*^ *P*<0.05, ^*b*^ *P*<0.01 and ^*c*^ *P*<0.001, ns-not significant (Student-Newman-Keuls multiple comparison test).
(TIF) Click here for additional data file.

S1 Table List of Identified (A) up-regulated (red) and (B) down-regulated genes (green) (*P*< 0.05) by microarray analysis in combined stress treated *pad*2.1. (XLSX) Click here for additional data file.

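The table's own p-value is under 0.05 for 354 of its 1674 probes, 238 up-regulated and 116 down-regulated, with a median of 0.161 and a highest value of 0.650. On the scanner values 1659 of these probes were measured, and 1653 (99.6%) had the table's sign. Sign and a log2 fold change of at least 1 in size held together for 1610. The 15 probes not measured had no spot left on some array once outlier marks were applied, and all 6 with the other sign had an outlier spot. Of the up-regulated probes 391 were not well above background on any Col-0 array, and of the down-regulated ones 35 on no *pad*2.1 array. Limma's unadjusted p was under 0.05 for 850 of the 1657 probes that were tested. The probes stand for 748 different loci up and 534 down. The table was made from the same arrays, so these shares measure the processing and are no independent test.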

S2 Table Identified (A) up-regulated and (B) down-regulated functional pathway related genes analysed by DAVID in combined stress treated *pad*2.1. (XLSX) Click here for additional data file.

S3 Table Gene ontology annotation analysis of the (A) up-regulated and (B) down-regulated genes in combined stress treated *pad*2.1 (BP-Biological process, CC-Cellular component, MF-Molecular function). (XLSX) Click here for additional data file.

S4 Table List of identified up-accumulated and down-accumulated proteins in response combined stress treatment in *pad*2.1. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

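Leaf RNA of 2 Col-0 and 2 *pad*2.1 samples, all under combined cold and osmotic stress, was measured on 4 arrays with 1 colour, and no other samples were analysed here. The sample records and the paper give the genotype of each array. The arrays lay on 1 slide and were read in 1 scan, so slide and scan could not be tested as batches, and the position of an array on the slide cannot be told apart from its genotype.

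The deposited spot intensities were made by the authors with Feature Extraction 11.5.1.1 from the scanned images, and they are linear values with the local background subtracted and a surrogate value where a spot was too dim. The raw mean intensity of each spot and the median of its local background were deposited beside them. The authors also deposited log2 values, 1 per probe, which the methods describe as a 75th percentile shift in GeneSpring, and they hold 0 value columns of other samples. In these log2 values the columns of the *pad*2.1 replicates are exchanged against the scanner values, and the scanner values name the replicates here.

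From the processed intensity of each spot that is not a control and has no outlier mark, log2 was taken, the array's 75th percentile over its probes subtracted, and the mean taken over the spots of a probe. Of the probes 31251 are printed as 1 spot, 14855 as 2 and 87 as more, and 62 were left out because outlier marks left an array with no spot. There were 37 and 38 outlier spots on the Col-0 arrays and 23 and 14 on the *pad*2.1 arrays, beside 1319 control spots on each. The 75th percentile stood at a signal of 2505 and 2580 on the Col-0 arrays and 2620 and 2632 on the *pad*2.1 arrays. Probes well above background numbered 34431 and 34005 on the Col-0 arrays and 36993 and 36063 on the *pad*2.1 arrays, and for dim probes this limits what can be measured. No counts underlie these values, and the number of arrays limits their precision.

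Of the probes 39847 are listed with 1 locus, 900 with several and 5446 with none. The gene names are those of the array's annotation or of the TAIR10.1 gene table, in which 28512 of the array's 29135 loci (97.9%) were found. Because the array was annotated on another release, no coordinates are given. For lists of genes, the probes of a locus were averaged, which gave 22384 loci tested.

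The genotypes were compared with limma 3.58.1 in R 4.3.3 (data.table 1.17.8), by a linear model with moderated variances and an intensity trend, with 2 residual degrees of freedom and Benjamini-Hochberg adjustment at 0.05. The paper's fold threshold of 1 on the log2 scale and the methods' t-test were applied to the same values. For lists, limma's camera with a correlation of 0.01 was the main test, with fry and an estimated correlation beside it. Random lists were drawn 10000 times from loci matched in 20 bins of signal. Plots were drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The steps were tested on simulated data. With 100 simulated lists of 25 of the 22384 loci, camera called 6% of unchanged lists and fry 8%, and both called 100% of changed ones. In these lists the loci varied independently and each changed locus moved by 1, unlike lists of genes that vary together. The rates therefore do not measure false calls for lists of that kind.

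The tests, the alternatives and the rule for the genes named were chosen before the data were examined. By that rule the text names each gene that the paper's text or Table 1 names, at the probe of S1 Table with the largest fold, the gene of γ-glutamylcysteine synthetase, and, since no probe passed the adjusted p, the 3 probes with the smallest p in each direction. The 10 lists were also fixed then. Those of low-oxygen response, morning-phased and evening-phased clock, anther, root and seed genes were chosen after S1 Table had been read. The heat shock protein list follows an annotation rule, and the flavonoid, lignin and ethylene lists hold pathway genes. The pollen list, the transcription factor families and the step rule for S1 Table were chosen after values had been seen.

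The alternatives were normexp background correction with an offset of 50, quantile normalization, a median shift, a 75th percentile over probes well above background on all arrays, no filter on dim probes, a filter for all arrays, the replicate number as a block, each array left out in turn, variances without a trend, and the deposited log2 values. Enrichment of gene ontology terms and pathway bins was not computed, because the annotation behind it was not used here. The proteome, RT-PCR, GSH measurements and unstressed samples were not analysed here.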

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

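The list of pollen genes, the test of bud tissue in 3 samples, and the test of the low values on *pad*2.1 replicate 2 were chosen only after the result was seen. The other tests in this part were not. Their low-oxygen, anther and clock lists were still chosen after S1 Table had been read, which gives fold changes from these same arrays. The direction of these lists is therefore not independent of that table.

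Genes of the low-oxygen response, which the paper does not discuss as a group, were lower in combined stress treated *pad*2.1. The 27 genes tested had a median log2 fold change of -1.32, with 24 lower and 3 higher, and for 21 both *pad*2.1 arrays lay below both Col-0 arrays. HRA1 (AT3G10040), PCO1 (AT5G15120) and PCO2 (AT5G39890), named after their values were seen, had -2.94, -1.93 and -2.18. Other members moved little or the other way, with 0.05 for ADH1 (AT1G77120), 0.25 for SUS1 (AT5G20830) and 0.53 for PDC2 (AT5G54960). Limma called 17 genes lower adjusted over the list alone and 0 over all genes, while 19 had an unadjusted p under 0.05. Camera with a preset correlation gave a p of 3.3e-22, but fry gave 0.0661 and an estimated correlation 0.102. A single Col-0 array as the source is argued against, because the median was -1.74 without Col-0 replicate 1 and -1.24 without Col-0 replicate 2, so that at least 93.8% of the difference stayed. The list was chosen after S1 Table had been read, and 19 of its genes are in that table. Over the 8 genes outside it the median was -0.21, with 5 lower and 2 of them lower on every array, at percentile 6.32 of random lists. By the rule set for this test, that value inside random lists goes with a list picked for its change. It is read here as open, a reading made after the value was seen, because leaving out the table's genes also removes those that changed. A difference of genotype stays open and was not tested apart from other differences between the samples.

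Transcripts of anther genes were present on the leaf arrays and differed between them. The list medians were -2.26 and -3.64 on the Col-0 replicates and -3.34 and -6.39 on the *pad*2.1 replicates, and 20, 17, 22 and 14 of the 23 loci had a probe well above background. Over the 17 loci tested *pad*2.1 was lower by a median of -2.01, with 16 lower and 1 higher, and 5 of them are in S1 Table. Camera gave a p of 7.4e-05, and limma called 0 genes adjusted over the list alone. Without *pad*2.1 replicate 2 the median was -0.01, so this array carries the difference. It lay -3.51 from the mean of the other arrays, lower than every random list. Bud tissue in 1 Col-0 sample is a candidate source for part of this, since Col-0 replicate 1 lay 0.77 above Col-0 replicate 2, past all random lists. It does not account for the fall on *pad*2.1 replicate 2, because the lowest of the other arrays still lay 2.75 above that array. Bud tissue in 3 of the 4 samples stays open, since it was read from the same -3.51 that raised it. MS2 (AT3G11980), named after its values were seen, stood at -2.59, -2.28, -2.48 and -7.47 in that order of arrays. Since *pad*2.1 replicate 1 lay between the Col-0 replicates, the low values were not shared by both samples of the genotype, as a difference of genotype would need.

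Pollen genes were higher on Col-0 replicate 2, where they lay a median of 3.67 above the mean of the other arrays. Their medians were -5.78 and -1.43 on the Col-0 replicates and -7.00 and -4.94 on the *pad*2.1 replicates. Of the 16 genes 13 were tested, 7 are in S1 Table, and 10, 15, 10 and 15 were well above background in that order of arrays. AGP6 (AT5G14380) stood at -5.78, -2.02, -5.63 and -4.37, while TUA1 (AT1G64740), also on the list, lay between 0.78 and 1.41 on each array, and both are named after their values were seen. Pollen or older flowers in that sample may be the source, but the 3.67 cannot decide it, because the genes were chosen for this pattern. It adds to the ways in which the Col-0 samples differ from each other.

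The clock genes separated the Col-0 arrays more than the genotypes. The median of 8 morning-phased genes minus that of 8 evening-phased genes was -0.52 on Col-0 replicate 1 and -3.84 on Col-0 replicate 2, a distance of 3.31. On the *pad*2.1 replicates it was -4.29 and -3.84, only 0.44 apart, and the groups were 1.89 apart. Col-0 replicate 2 thus lay 0.23 from the *pad*2.1 mean. Morning-phased genes had a median log2 fold change of -1.54 (7 lower, 1 higher, camera p of 1.3e-04) and evening-phased genes 0.38 (7 higher, 1 lower, camera p of 0.0292). Neither held under fry or an estimated correlation with all arrays, and limma called 0 genes adjusted over the list alone. Of the 16 genes 8 are in S1 Table. The distance of 3.31 is what sampling at another time of day for Col-0 replicate 1 would give, by the rule set for this test, and it is a candidate explanation for the clock genes of that array. Without Col-0 replicate 1 the morning-phased median was still -0.60, so that a smaller difference of genotype stays open.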

How the results depend on the processing

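No test in this part was chosen after its result was seen, though the low-oxygen, clock, anther, root and seed lists were chosen after S1 Table had been read. Under every alternative for scaling, filter and variance with all arrays, limma called 0 probes at an adjusted p under 0.05. Its counts at an unadjusted p under 0.05 in these fits ran from 1793 to 5652, the latter without a filter, while the methods' t-test after adjustment called 1 probe at the main scaling. The heat shock protein genes were lower and past camera's threshold under each setting. The morning-phased clock and low-oxygen genes were so as well, apart from an estimated correlation. Where no cause is given for a change, the cause was not tested.

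After normexp correction 760 probes passed the fold, 264 higher and 496 lower (34.7% higher), and 97 passed the fold and the methods' t-test, against 2081 and 341 at the main scaling. The sign of S1 Table was found for 98.8% of its probes and the first principal component held 64.6% of the variance. The root and seed lists fell to 0.060 and 0.20 and were no longer past camera's threshold. The higher share of the probes past the fold was 52.4% of 1988 after quantile normalization, 44.6% of 2014 after a median shift and 61.6% of 2127 with the percentile over probes well above background on all arrays, against 58.5% at the main scaling. The last 2 gave 56.4% and 56.1% on the first component. A median shift put the ethylene list at a median of -0.14 while camera's direction turned to higher, and HSP70 AT1G11660 at -0.048. Quantile normalization turned GSH1 to 0.045 and APX1 to 0.11.

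Without a filter on dim probes 46131 probes were tested. Of these 3994 passed the fold, 39.5% of them higher, and 667 the fold and the methods' t-test, the first component held 43.2% and the seed list turned to -0.21. With probes well above background on all arrays, 32823 were tested, which leaves fewer to pass: 1340 by fold, 45.6% of them higher, and 165 with the methods' t-test, with 61.6% on the first component. Signal over background therefore limits how many probes can be counted as changed. In the deposited log2 values 2147 probes passed the fold, S1 Table had its sign for 100% of its probes, the first component held 56.0%, and NBS-LRR AT4G27220 stood at -3.53, as the outlier spot is kept there. Variances without a trend left the evening-phased genes at 0.38 with a camera p of 0.0623.

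At the main scaling with all arrays, under fry the p was 0.0743 for flavonoid, 0.325 for morning-phased, 0.271 for evening-phased, 0.0661 for low-oxygen, 0.512 for anther, 0.308 for root and 0.115 for seed genes, and 0.501 for the ethylene genes with the opposite sign. With an estimated correlation it was 0.188, 0.285, 0.380, 0.102, 0.344, 0.456 and 0.209 for the first 7 of these. Under fry the replicate block gave 0.00779 for flavonoid and 0.0263 for low-oxygen genes, and the fit without Col-0 replicate 2 gave 0.0405 for morning-phased and 0.0454 for seed genes, which passed the threshold there. The heat shock protein genes lost it under fry without Col-0 replicate 2 (0.108) and without *pad*2.1 replicate 1 (0.0557).

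The replicate numbers did not pair the samples, as same-numbered arrays deviated together with a correlation of 0.0663 over 35444 probes. With the replicate block limma again called 0 probes, with a lowest adjusted p of 0.241 (0.0365 to 1.00 over the alternatives), and 202 probes passed the fold and the methods' t-test.

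With each array left out in turn, the remaining sample of that genotype is assumed to vary like the other group. The array pairs go against this. The Col-0 arrays were at least 1 log2 unit apart at 13.4% of the probes and the *pad*2.1 arrays at 4.29%. No conclusion is therefore drawn from calls made with a Col-0 array left out. Limma called 0 to 919 probes, the highest without Col-0 replicate 2, and 0 in each other case. Of the probes called without Col-0 replicate 2, 92.2% had that replicate nearer to the *pad*2.1 mean than Col-0 replicate 1. Probes past the fold ran from 2427 to 5298, and were 2695 without *pad*2.1 replicate 1 and 3585 without *pad*2.1 replicate 2, with 69.9% higher in the last. With the methods' t-test they ran from 240 to 1228. S1 Table had its sign for 93.6% to 99.8%, and the first component of fewer arrays held 62.0% to 77.8%.

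The list medians ran from 0.68 to 1.37 for flavonoid genes, whose camera call was lost without Col-0 replicate 2, and from -0.42 to 0.27 for lignin genes, both ends past camera's threshold. For ethylene genes they ran from -0.086 to 0.32, for evening-phased genes from 0.081 to 0.63, with the call lost without Col-0 replicate 1 or *pad*2.1 replicate 1, and for anther genes from -3.35 to -0.015, the latter without *pad*2.1 replicate 2, where the call was lost. Root genes ran from -0.16 without Col-0 replicate 2 to 0.87, and their call was lost there and without *pad*2.1 replicate 2. Seed genes ran from 0.69 without Col-0 replicate 1, where the call was lost, to 1.36. The ethylene median was 0.02 without Col-0 replicate 2, while camera's direction was lower.

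With all arrays limma called 0 probes in each fit, and the methods' t-test called only AT4G33380. A named probe could therefore not change its side of the threshold there, and only its direction was tested. Of the 105 named probes tested, 105 kept both after normexp, no filter, the block, the methods' t-test, a percentile over detected probes and no trend. It was 104 after a median shift and in the deposited values, and 103 after quantile normalization. Of those tested 83 did with probes above background on all arrays, where the others had no value. Without Col-0 replicate 1 it was 99, and without Col-0 replicate 2 it was 71. In the latter 31 genes came under the adjusted p, all in the direction they had. With each array left out in turn, the genes that turned ranged over -0.016 to 2.03 for TIR AT4G23515, -2.55 to 0.39 for CAD4, -1.10 to 0.24 for OSM34, -0.14 to 0.0063 for APX1 and -0.53 to 0.35 for ERF5. The ranges were -0.018 to 2.44 for AT5G15840 and -4.33 to 0.51 for AT1G73870, and ERF5 also turned without *pad*2.1 replicate 1, to 0.02. A kept direction does not mean a kept size. After normexp NHL25 went from 2.26 to 0.40 and GSTF5 from 1.34 to 0.08. AT5G48595 went from -4.11 to -1.20, while the isomerase AT5G48570 had -1.81 against -1.84.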

Differences from the paper's values

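The tally of transcription factor families was chosen only after the result was seen, the other tests in this part were not, and the alternatives were set before the data were examined. The paper counts 973 up-regulated and 701 down-regulated probes, 1674 in all, as significantly differentially expressed. At an unadjusted p under 0.05 limma gave 1240 higher and 817 lower at the main scaling, but 801 and 1485 after a median shift. At an adjusted p under 0.05 it gave 0, 0 and 0. For the down-regulated probes only the fit without Col-0 replicate 2 came within 1.5 times of the paper's count, with 602. For the up-regulated probes and for all probes none did, the nearest being 317 and 919 without Col-0 replicate 2. By fold alone the counts of 1217, 864 and 2081 were within 1.5 times of the paper's.

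The paper gives 1674 probes by fold and the methods' t-test, and the same criteria gave 341 here. Only the fit without Col-0 replicate 2, with 1228, came within 1.5 times of the paper's value. The other alternatives gave between 97 after normexp correction and 667 without a filter on dim probes.

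For NBS-LRR AT4G27220 the paper's S1 Table gives a log2 fold change of -3.53 and the value here was 1.31. Only the deposited log2 values reached the paper's value. The other alternatives in which the probe was tested stayed higher in *pad*2.1, from 0.23 after normexp correction to 1.80 without *pad*2.1 replicate 1.

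The paper reports GST as lower among the redox related genes. Of the members with a probe in S1 Table 1 was lower and 3 were higher. The member its RT-PCR primers are listed for, GSTF6 (AT1G02930), is not in that table and was lower here, with a log2 fold change of -0.50. It reports ACC synthase genes as lower, and in the table ACS7 had -1.18 and ACS2 1.09. It also reports several transcription factor families as lower among its differentially expressed genes. Of these, HSF, C2C2-CO-like, AS2, BZR1 and Pseudo-ARR had more lower than higher members in S1 Table by the annotation used here. For the MYB-related family only the CCA1 and RVE group was tallied, which the paper does not name. That group had 0 higher and 4 lower members there. The table holds 3 higher and 2 lower members of NAC, 2 higher and 2 lower of MADS, and 0 of ARR-B. The legend of S1 Table gives a p under 0.05, and the table's own p is under 0.05 for 354 of its probes.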

Other observations

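The test of an exchanged label and the test of the step in S1 Table were chosen only after the result was seen. The other tests in this part were not, but the root and seed lists were chosen after S1 Table had been read. The direction of these lists is therefore not independent of that table.

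The heat shock protein genes, whose median log2 fold change was -0.34, were not lower because of 1 Col-0 array. Without Col-0 replicate 1 the median was -0.30 and without Col-0 replicate 2 it was -0.51, so that at least 86.9% of the difference stayed, which argues against that explanation. A difference of genotype stays open, as do other differences between the groups of samples that were not tested.

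Col-0 replicate 1 stood apart from the other arrays. Noise or local damage of single spots is argued against, because over 12286 probes printed as 2 spots the differences of the spots from the other arrays correlated at 0.897. Of 1531 probes at least 1 log2 unit apart, 99.0% had both spots in one direction. The SD between the spots of a probe was 0.24 on that array. The labelled split parted 56 probes by over 2 log2 units with the groups apart, and the other splits 24 and 12. With 3 splits these counts have no spread to be set against, so that an exchanged label between Col-0 replicate 2 and a *pad*2.1 array stays open. A different time of sampling, tissue or treatment of Col-0 replicate 1 stays open as well.

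With 4 arrays there are 3 splits into pairs. At an unadjusted p under 0.05 the labelled split gave 2057 probes and the other splits 1077 and 720, so that 1 of the 3 reached the count of the labelled split, itself. Chance cannot be excluded, because this design cannot give a share under 1 in 3. By fold alone the splits gave 2081, 1531 and 1403 probes.

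A hypothesis for the selection of S1 Table is a step of each *pad*2.1 array from the Col-0 mean, without a p-value. The smallest step in the table was 0.80. Of 1705 probes of the deposited values that meet the fold threshold and a step of 0.8 on each *pad*2.1 array, 1669 are in the table, and 5 of the table are not among them. Since the step was read from the table itself, this cannot decide the rule the study used.

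Root genes had a median log2 fold change of 0.61 in *pad*2.1 over 25 of 30 loci, 18 higher and 7 lower, at percentile 99.99 of random lists, with a camera p of 0.00277. Seed genes had 1.03 over 6 of 16 loci, 5 higher and 1 lower, at percentile 99.46, with a camera p of 0.00809. Of the root genes 5 are in S1 Table, and of the seed genes 3. The medians of the arrays did not part the groups. They were -4.26 and -4.72 for Col-0 and -4.40 and -3.34 for *pad*2.1 in root genes, and -7.71, -6.13, -6.48 and -6.48 in seed genes, with overlaps of -0.14 and -0.35 between the lowest *pad*2.1 and the highest Col-0 median. Neither outcome set for root tissue or seed transcripts in the *pad*2.1 samples was met, so these explanations and a difference of genotype stay open. Limma called 0 genes of both lists adjusted over the list alone, and 6 and 2 had an unadjusted p under 0.05. The root median was -0.16 without Col-0 replicate 2, and without a filter on dim probes the seed median was -0.21.

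The paper follows several genes by RT-PCR, which was not analysed here. On these arrays AP2 (AT4G36920) had a log2 fold change of 0.27 (standard error 0.23), ERF5 (AT5G47230) -0.09 (standard error 0.33) and HSP18.2 (AT5G59720) -0.79 (standard error 0.18). OSM34 (AT4G11650) had -0.43 (standard error 0.49), HSP70 AT1G11660 0.06 (standard error 0.15), ADC2 (AT4G34710) 0.74 (standard error 0.33) and APX1 (AT1G07890) -0.07 (standard error 0.16). GSTF6 (AT1G02930) had -0.50 (standard error 0.25), CYP79B2 (AT4G39950) 1.06 (standard error 0.29) and the actin gene ACT3 (AT3G53750) -0.19 (standard error 0.18). For MYB59 (AT5G59780) the probe of S1 Table had no spot left on Col-0 replicate 2, and its 2 other probes had -0.81 and -0.62. By semi-quantitative RT-PCR the paper reports osmotin, HSP70, ADC2 and APX1 as reduced and HSP18.2, ERF5 and AP2 as higher in stressed *pad*2.1. On these arrays HSP70, ADC2, HSP18.2 and ERF5 had the other sign, HSP70 and ERF5 by less than their standard errors. For ADC2 and HSP18.2 the arrays of the genotypes did not overlap. Limma's adjusted p was under 0.05 for 0 of these genes with all arrays, and its unadjusted p for HSP18.2 and CYP79B2. HSP70 AT1G11660 turned to -0.05 after a median shift and APX1 to 0.11 after quantile normalization. Without Col-0 replicate 1 OSM34 was 0.24 and APX1 0.01, and ERF5 was 0.35. By quantitative RT-PCR the paper reports TPX2, GST, ACO1, ACS7, CAD4, HSP70 and NBS-LRR as lower in stressed *pad*2.1, but not APETALA. On the arrays TPX2, GSTF6, ACO1, ACS7 and CAD4 were also lower, with -2.10, -0.50, -1.01, -1.18 and -1.08. HSP70 AT1G11660 and NBS-LRR AT4G27220 were higher, with 0.06 and 1.31.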
